# RORα controls hepatic lipid homeostasis via negative regulation of PPARγ transcriptional network

**DOI:** 10.1038/s41467-017-00215-1

**Published:** 2017-07-31

**Authors:** Kyeongkyu Kim, Kyungjin Boo, Young Suk Yu, Se Kyu Oh, Hyunkyung Kim, Yoon Jeon, Jinhyuk Bhin, Daehee Hwang, Keun Il Kim, Jun-Su Lee, Seung-Soon Im, Seul Gi Yoon, Il Yong Kim, Je Kyung Seong, Ho Lee, Sungsoon Fang, Sung Hee Baek

## Abstract

The retinoic acid receptor-related orphan receptor-α (RORα) is an important regulator of various biological processes, including cerebellum development, circadian rhythm and cancer. Here, we show that hepatic RORα controls lipid homeostasis by negatively regulating transcriptional activity of peroxisome proliferators-activated receptor-γ (PPARγ) that mediates hepatic lipid metabolism. Liver-specific *Rorα*-deficient mice develop hepatic steatosis, obesity and insulin resistance when challenged with a high-fat diet (HFD). Global transcriptome analysis reveals that liver-specific deletion of *Rorα* leads to the dysregulation of PPARγ signaling and increases hepatic glucose and lipid metabolism. ROR*α* specifically binds and recruits histone deacetylase 3 (HDAC3) to PPARγ target promoters for the transcriptional repression of PPARγ. PPARγ antagonism restores metabolic homeostasis in HFD-fed liver-specific *Rorα* deficient mice. Our data indicate that RORα has a pivotal role in the regulation of hepatic lipid homeostasis. Therapeutic strategies designed to modulate RORα activity may be beneficial for the treatment of metabolic disorders.

## Abstract (web summary)

Hepatic steatosis development may result from dysregulation of lipid metabolism, which is finely tuned by several transcription factors including the PPAR family. Here Kim et al. show that the nuclear receptor RORα inhibits PPARγ-mediated transcriptional activity by interacting with HDAC3 and competing for the promoters of lipogenic genes.

## Introduction

Obesity is a high-risk metabolic disorder, leading to various complications, including cardiovascular disease, hyperlipidemia and type II diabetes^1–3^. Ectopic accumulation of fat in various tissues activates numerous cellular stress and inflammatory signaling pathways, resulting in insulin resistance, pancreatic β-cell dysfunction, and hepatic steatosis^4^. The liver is the central metabolic organ to regulate key aspects of glucose and lipid metabolism including gluconeogenesis, fatty acid β-oxidation, lipoprotein uptake and secretion and lipogenesis^5^. Given that portal vein is a critical path to convey insulin signaling from pancreas during fed state, the hepatic glucose and lipid metabolism are directly under control of nutrient signaling.

Dysregulation of hepatic lipid metabolism results in the development of hepatic steatosis, contributing to the chronic insulin resistance and steatotic hepatitis^6, 7^. The hepatic metabolic pathways are governed by highly dynamic transcriptional networks of orphan nuclear receptors (ONRs), including proliferators-activated receptor-γ (PPARγ), farnesoid X receptor, and liver X receptor^8^. ONRs are ligand-activated transcription factors with no defined ligands^9, 10^. Many ONRs are expressed in tissues involved in metabolism, such as skeletal muscle, adipose tissue and liver^11, 12^, and play critical roles in the regulation of metabolism^13^. Genetic studies have shown that many ONRs regulate nutrient metabolism and physiology of obesity and type II diabetes^14–16^. Given that numerous synthesized ligands for ONRs are used for developing putative drugs for human metabolic diseases^17–19^, ONRs are emerging as therapeutic targets for the treatment of metabolic diseases.

Previously, we have reported that receptor-related orphan receptor-α (RORα), a member of ONRs, possesses tumor suppressive function by transrepressing canonical Wnt/β-catenin signaling leading to inhibition of colon cancer growth and by increasing p53 stability upon DNA damage response^20, 21^. RORα is known to regulate cerebellum development^22^. The *staggerer* (*sg*) mice, natural *Ror*α spontaneous mutant mice, display ataxia and severe cerebellar atrophy^23^. Moreover, RORα functions to regulate circadian rhythm as a key regulator of the cyclic expression of BMAL1 together with REV-ERBα^24^. The RORα/REV-ERBα feedback loop controls the circadian expression pattern of BMAL1, indicating that RORα plays a key role in the core circadian clock^25^. In addition, *sg* mice show lower expression levels of genes involved in lipid metabolism, including apolipoprotein A-1 (*apoA1*) and apolipoprotein C-III (*apoCIII*)^26, 27^. Thus, *sg* mice exhibit less body weight gain compared with wild-type (WT) mice^28^. Given that *sg* mice have huge cerebellar defects, it is still possible that physiological changes observed in *sg* mice are indirect effects. Thus, the physiological roles of RORα to control transcriptional networks to modulate lipogenesis and gluconeogenesis still remain unclear.

Here, we report that RORα plays a key role to control hepatic lipid metabolism to protect against diet-induced obesity and hepatic steatosis, using liver-specific *Rorα*-deficient mouse model. High-fat diet (HFD)-fed liver-specific *Rorα* deficient mice (RORα^LKO^ mice) show severe metabolic defects, including hepatic steatosis, obesity, and insulin resistance, although no physiological changes have been observed with control diet (CD). Genome-wide transcriptome analysis reveals that PPARγ signaling is remarkably elevated in RORα^LKO^ mice. RORα specifically recruits HDAC3 to the PPARγ target promoters to suppress PPARγ transcriptional activity. Finally, PPARγ antagonism by using PPARγ antagonist GW9662, largely ameliorates body weight gain and hepatic steatosis in HFD-fed RORα^LKO^ mice, indicating that dysregulated PPARγ signaling is a critical metabolic cue, leading to metabolic defects in HFD-fed RORα^LKO^ mice. Together, our data demonstrate that RORα controls PPARγ signaling to protect against hepatic metabolic homeostasis and obesity in response to HFD.

## Results

### HFD induces obesity in liver-specific *Rorα*-deficient mice

To determine the physiological roles of RORα in the liver, we generated RORα*-*floxed mice (RORα^f/f^) by gene targeting in ES cells and crossed RORα floxed mice with Albumin-Cre (Alb-Cre) mice to selectively create liver-specific *Rorα* conditional knockout (KO) mice (hereafter named RORα^LKO^) (Fig. 1a, b). The mRNA and protein levels of endogenous hepatic RORα were remarkably depleted in RORα^LKO^ mice compared with littermate controls (hereafter named RORα^f/f^) (Fig. 1c–f). We measured the growth rate of RORα^LKO^ mice and observed that they attained body weights similar to RORα^f/f^ mice fed CD during 10 weeks from 8 weeks old (Fig. 1g). Body composition analysis revealed that RORα^LKO^ mice exhibited similar fat/lean mass, free body fluid and adipocytes size with those of RORα^f/f^ (Supplementary Fig. 1a, b). However, when placed on a HFD, RORα^LKO^ mice exhibited a significant increase of the weight gain (20 vs. 25 g) compared with their RORα^f/f^ littermates, resulting in extraordinary obesity (Fig. 1g). Body composition analysis and macroscopic view revealed that RORα^LKO^ mice had more fat mass (Fig. 1h, i). All white and brown fat depots from RORα^LKO^ mice were significantly increased in mass relative to RORα^f/f^ (Fig. 1j). During obesity, adipose tissue expands by hyperplastic and/or hypertrophic growth. The cross-sectional area of adipocytes in visceral fat tissue was markedly increased in RORα^LKO^ mice compared with RORα^f/f^ mice (Fig. 1k). Induction of pro-inflammatory genes, including *Mcp1, Ifnγ*, and *F4/80* in visceral fat depot were potentiated in RORα^LKO^ mice (Fig. 1l). Consistent with a significant weight gain in HFD-fed RORα^LKO^ mice, gene expression analysis revealed reduction of *Pgc1*α, as well as a number of genes involved in thermogenesis, mitochondrial biogenesis, and fatty acid oxidation in brown adipose tissue of RORα^LKO^ mice compared with that of RORα^f/f^ littermates (Fig. 1m). The observation that energy expenditure (EE) in brown fat has been impaired in HFD-fed RORα^LKO^ mice led us to examine whether they have global metabolic defects. Although no obvious defects were observed in mice on CD (Supplementary Fig. 1c), HFD-fed RORα^LKO^ mice were found to produce far less CO_2_, consume less O_2_ and expend less energy than RORα^f/f^ littermates, indicating that oxidative phosphorylation is impaired by the hepatic deletion of RORα (Fig. 1n and Supplementary Fig. 1d). Previously, bile acids have been reported to increase EE by promoting intracellular thyroid hormone activation in brown adipose tissue^29^. We observed that expression of key genes involved in hepatic bile acid synthesis was remarkably reduced in HFD-fed RORα^LKO^ mice (Supplementary Fig. 1e). Consistently, serum bile acid pool sizes in HFD-fed RORα^LKO^ mice were markedly less than RORα^f/f^ littermates (Supplementary Fig. 1f), implicating that reduction of bile acid synthesis and bile acid pool size led to reduced EE in brown adipose tissue of HFD-fed RORα^LKO^ mice.

**Fig. 1:**
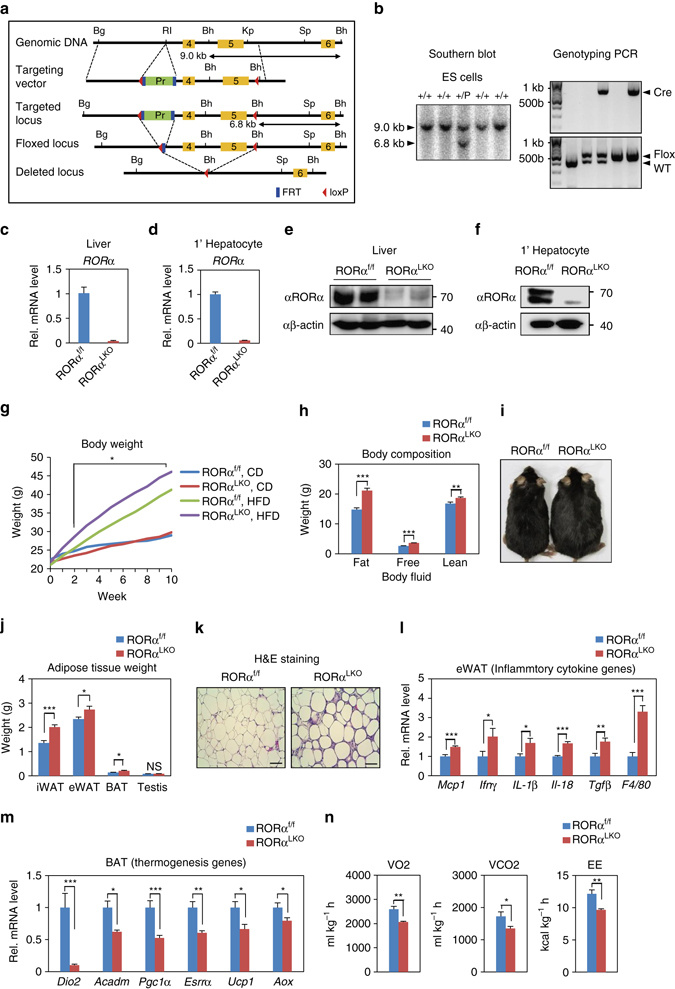
Liver-specific *Rorα* deleted mice are susceptible to diet-induced obesity. **a** Schematic representation of the *Rorα* gene-targeting strategy, including a map of the RORα exon 4 and 5 allele (*yellow box*) and the targeting vector with loxP sites (*red arrowhead*), FRT sites (*blue box*), and puromycin selection gene (*green box*). Bg: BglII, RI: EcoRI, Bh: BamHI, Kp: KpnI, Sp: SpeI. **b** Southern blot analysis to screen correctly targeted *Rorα* + /puro ES cell clones. For BamHI digestion, the bands representing WT and mutant alleles were 9.0 kb and 6.8 kb, respectively. PCR analyses with genomic DNA extracted from tail of WT, RORα^f/+^, Alb; RORα^f/+^, RORα^f/f^ and Alb; RORα^f/f^ mice are shown. PCR were performed to amplify the cre (*top*), floxed and deleted allele (*bottom*). **c**, **d** mRNA expression level of *RORα* in liver extract **c** and primary hepatocyte **d** from RORα^f/f^ and RORα^LKO^ mice. Expression was normalized to 18 s rRNA expression. **e**, **f** Protein expression level of RORα in liver extract **e** and primary hepatocyte **f**. **g** Body weight change in RORα^f/f^ and RORα^LKO^ mice fed CD or HFD for 10 weeks (*n* = 9–12/group). Statistical analysis was performed using Student’s unpaired t-test. *P < 0.05, RORα^f/f^ vs. RORα^LKO^, HFD. **h**, **i** RORα^f/f^ and RORα^LKO^ mice were fed with HFD for 10 weeks. **h** Body composition analysis of RORα^f/f^ and RORα^LKO^ mice (*n* = 6/group). **i** Macroscopic views of RORα^f/f^ and RORα^LKO^ mice. **j** Adipose tissues weight of RORα^f/f^ and RORα^LKO^ mice (*n* = 6–7/group). **k** Representative image of epidydimal white adipose tissue (eWAT) from RORα^f/f^ and RORα^LKO^ mice stained with hematoxylin and eosin. Scale bar, 100 μm. **l**, **m** Expression levels of inflammatory cytokine genes in eWAT extract **l** or thermogenesis genes in BAT extract **m** from RORα^f/f^ and RORα^LKO^ mice (*n* = 4–5 per group) as determined by qRT-PCR. Expression was normalized to L32 expression. **n** Metabolic cage studies were performed in RORα^f/f^ and RORα^LKO^ mice (*n* = 5–6 mice/group). O_2_ consumption (VO_2_), CO_2_ production (VCO_2_) and energy expenditure were represented (*left to right*). Statistical analysis was performed using Student’s unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, NS, Non-Significant. Data expressed as mean ± s.e.m

### Hepatic steatosis impairs insulin sensitivity in RORα^LKO^ mice

Obesity is largely associated with hepatic steatosis in humans as well as in rodents. Consistent with obese phenotype in RORα^LKO^ mice, large lipid vesicles with increased amounts were observed in the hepatocytes of HFD-fed RORα^LKO^ mice (Fig. 2a). Macroscopically, liver from HFD-fed RORα^LKO^ mice was markedly enlarged and paler compared with HFD-fed RORα^f/f^ liver (Fig. 2b). Consistently, HFD-fed RORα^LKO^ mice exhibited a remarkable increase of liver weight compared with HFD-fed RORα^f/f^ mice (Fig. 2c). In accordance with hematoxylin and eosin staining, oil red O staining and hepatic triglyceride (TG) analysis showed a dramatic increase in lipid level in the HFD-fed RORα^LKO^ liver compared with the HFD-fed RORα^f/f^ liver, whereas no difference was observed in CD-fed RORα^f/f^ and RORα^LKO^ mice (Fig. 2d, e and Supplementary Fig. 1g). While hepatic gene expression profiles were similar among CD-fed genotypes (Supplementary Fig. 1h), hepatic gene expression profiles of lipogenesis, gluconeogenesis, and lipid sequestration in the HFD-fed RORα^LKO^ were largely increased, indicating that RORα protects against HFD-induced hepatic steatosis (Fig. 2f).

**Fig. 2:**
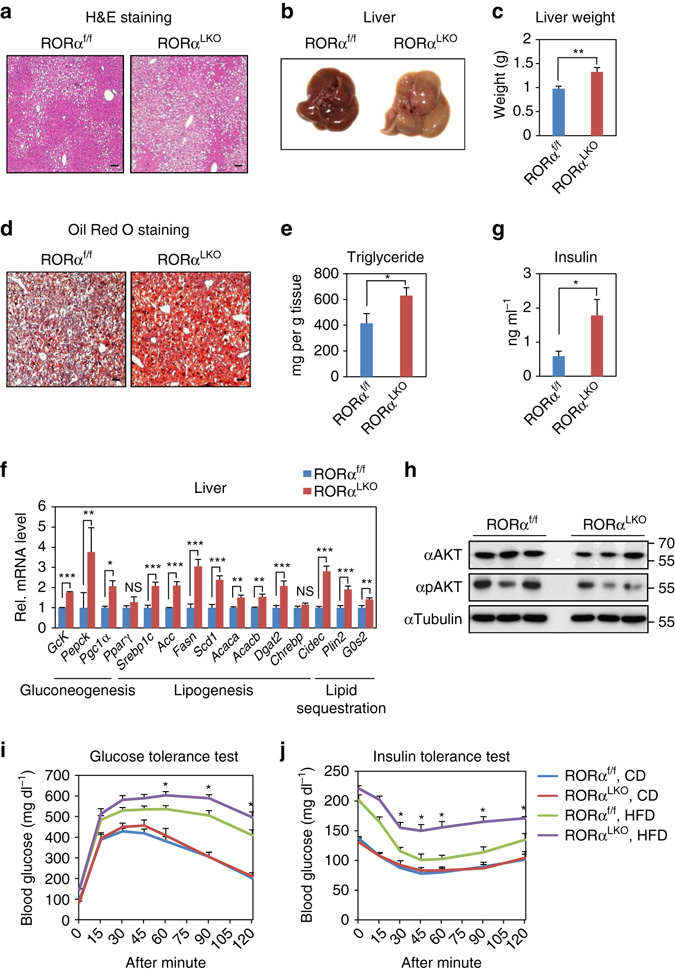
Liver-specific *Rorα* deleted mice are susceptible to diet-induced hepatic steatosis and insulin resistance. **a**–**j** RORα^f/f^ and RORα^LKO^ mice were fed with HFD for 10 weeks. **a** Representative liver histological section images of RORα^f/f^ and RORα^LKO^ mice stained with hematoxylin and eosin. Scale bar, 100 μm. **b** Macroscopic view of livers from RORα^f/f^ and RORα^LKO^ mice. **c** Liver weights of RORα^f/f^ and RORα^LKO^ mice (*n* = 10–11 per group). **d** Representative liver histological section images of RORα^f/f^ and RORα^LKO^ mice stained with Oil Red O. Scale bar, 100 μm. **e** Triglyceride content of livers from RORα^f/f^ and RORα^LKO^ mice (*n* = 8 per group). **f** Hepatic gene expression profile involved in metabolism from the livers of RORα^f/f^ and RORα^LKO^ mice (*n* = 4 per group) as determined by quantitative PCR with reverese transcription (qRT-PCR). Expression was normalized to 36B4 expression. **g** Fasting insulin levels in RORα^f/f^ and RORα^LKO^ mice (*n* = 6–7 per group). Data expressed as mean ± s.e.m. Statistical analysis was performed using Student’s unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, NS = non-significant. **h** Immunoblot analysis was performed from liver extracts of RORα^f/f^ and RORα^LKO^ mice. **i**, **j** Glucose tolerance test **i** and insulin tolerance test **j** on RORα^f/f^ and RORα^LKO^ mice fed on CD or HFD for 10 weeks. (*n* = 4–9/group). Data expressed as mean ± s.e.m. Statistical analysis was performed using Student’s unpaired *t*-test. *P < 0.05, RORα^f/f^ vs RORα^LKO^, HFD. Data expressed as mean ± s.e.m

Obesity and hepatic steatosis often predispose rodents and humans to impaired glucose homeostasis and insulin resistance^30–32^. Hepatic deficiency of RORα resulted in elevated fasting insulin levels in RORα^LKO^ mice (Fig. 2g). As elevated fasting insulin level is an indication of insulin resistance, RORα^LKO^ mice predisposed to severe insulin resistance than RORα^f/f^ mice. Consistent with elevated fasting insulin level, an investigation of insulin signaling pathways confirmed reduction of phosphorylated AKT, indicating that insulin signaling was impaired in HFD-fed RORα^LKO^ mice (Fig. 2h). As insulin signaling was impaired in the liver, we performed glucose tolerance tests (GTTs) and insulin tolerance tests (ITTs) to determine if glucose homeostasis was impaired in HFD-fed RORα^LKO^ mice. Glucose intolerance and insulin resistance were observed in HFD-fed RORα^LKO^ mice, although CD-fed RORα^LKO^ mice exhibited little or no difference in glucose homeostasis compared with CD-fed RORα^f/f^ mice (Fig. 2i, j). Altogether, our data strongly demonstrate that hepatic RORα is required for prevention against insulin resistance.

### RORα^LKO^ mice exhibit enhanced PPARγ transcriptional activity

To explore molecular mechanism by which hepatic deletion of RORα induces obesity and insulin resistance, we performed mRNA-sequencing analysis of liver tissues obtained from HFD-fed RORα^f/f^, HFD-fed RORα^LKO^, CD-fed RORα^f/f^ and CD-fed RORα^LKO^ mice (Supplementary Data Table 1). 

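RORα f/f mice carry loxP sites around exons 4 and 5 of *Rora*, and RORα LKO mice also carry Cre recombinase under the albumin promoter, which removes these exons in hepatocytes. Mice were fed the CD or the HFD for 10 weeks from 8 weeks of age. Each sequencing library was made from the pooled livers of 2 mice, with 2 libraries per group, so that the 8 libraries cover 4 mice in each of the 4 groups. The authors removed adapters, trimmed the reads, aligned them to GRCm38 with TopHat and estimated FPKM (fragments scaled by transcript length and by mapped reads) for each gene with Cufflinks. The deposited values are FPKM and not read counts. The mapped reads that the paper lists numbered 39666441 and 33918521 for the CD-fed RORα f/f libraries and 38120866 and 33446553 for the CD-fed RORα LKO libraries. They numbered 32989512 and 37632914 for the HFD-fed RORα f/f libraries and 39207039 and 39917339 for the HFD-fed RORα LKO libraries. The paper lists 88.97% to 94.76% of the reads of a library as uniquely mapped. Between 10587 and 10706 genes had FPKM above 1 in a library, and the 10 most abundant genes took 29.7% to 43.7% of the summed FPKM. The values were put on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM, and were quantile normalized as in the Methods. Across the genes tested, Spearman's rho between libraries of the same group was 0.969 to 0.975 in 4 pairs, and between libraries of different groups 0.958 to 0.974 in 24 pairs.
*Rora* itself (ENSMUSG00000032238) lies on the plus strand of chromosome 9 of GRCm38 from 68653786 to 69388246, and was read first as a check of the labels. Its FPKM was 8.72 ± 0.184 (SD, n = 2 libraries) in the CD-fed RORα f/f group and 8.07 ± 0.151 (SD, n = 2 libraries) in the CD-fed RORα LKO group. It was 7.71 ± 0.216 (SD, n = 2 libraries) in the HFD-fed RORα f/f group and 7.66 ± 0.506 (SD, n = 2 libraries) in the HFD-fed RORα LKO group. The log2 fold change between the genotypes was 0.01 on HFD (standard error 0.07, adjusted p = 0.97 from limma with Benjamini-Hochberg adjustment) and −0.10 on CD (standard error 0.07, adjusted p = 0.61 from limma). Both CD-fed RORα LKO libraries lay below both CD-fed RORα f/f libraries, whereas the HFD-fed libraries overlapped. The FPKM covers the whole gene. In the transcript Rora-201, which has 11 exons and 10878 bases, exon 4 (69361739 to 69361880) and exon 5 (69364166 to 69364561) hold 142 and 396 bases, 4.95% of the total. Because the FPKM of *Rora* did not separate the genotypes on HFD, libraries are named by their labels from here on (LKO-labelled and f/f-labelled), and each direction between genotypes rests on those labels.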

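Between LKO-labelled and f/f-labelled libraries, the permutation procedure of the Methods, rewritten with 100 regroupings, was applied to 11634 genes with FPKM above 1 in at least 1 library. On HFD it called 533 genes, 297 higher and 236 lower in the LKO-labelled libraries. On CD it called 628 genes, 326 higher and 302 lower. Of these, 132 genes were called on both diets, 108 of them in the same direction. In 450 of the HFD calls and 542 of the CD calls, both LKO-labelled libraries lay on the same side of both f/f-labelled libraries. Such separation held for 42.2% of all tested genes on HFD and 43% on CD, and chance gives 33.3%. With 2 libraries against 2, the smallest p that an exact two-sided permutation test of a single gene can give is 0.333, so that the calls rest on a null distribution pooled over genes. Among the calls, 113 on HFD and 124 on CD were listed at 0 in at least 1 library. These numbers moved most with the treatment of low FPKM. With FPKM above 1 in all 8 libraries the procedure called 339 genes on HFD and 404 on CD, and with a pseudocount of 0.1 in place of 1 it called 826 and 968. The paper's Supplementary Data 2 lists 335 genes on HFD and 387 on CD, of which 323 and 377 were also called here.
A second test, limma with 1 fit over all 8 libraries, found 5 genes on HFD and 2 on CD with an adjusted p under 0.05. Its unadjusted p was under 0.05 for 1114 genes on HFD and 1428 on CD, where 582 would be reached by chance. *Insig2* (chromosome 1 of GRCm38, 121304353 to 121332589, minus strand) was higher on HFD with a log2 fold change of 0.94 (standard error 0.08, limma adjusted p = 0.029). Its FPKM there was 156 ± 0.707 (SD, n = 2 libraries) in the LKO-labelled group and 81.7 ± 0.943 (SD, n = 2 libraries) in the f/f-labelled group. *Lpin1* (chromosome 12, 16535669 to 16610966, minus strand) was lower on both diets, with log2 fold changes of −1.22 on HFD (standard error 0.12, limma adjusted p = 0.046) and −1.91 on CD (standard error 0.12, limma adjusted p = 0.0063). The other genes past the threshold were *Snord118*, *Gm22988* and ENSMUSG00000093165 on HFD and *Snord15b* on CD, all lower in the LKO-labelled libraries and listed at 0 there. The labels number the libraries of each group 1 and 2, and the deviations of same-numbered libraries from their group means were correlated across genes with Pearson's r = 0.145 on CD and 0.0878 on HFD. Spearman's rho was 0.0245 and 0.0162, and Pearson's r without genes listed at 0 was 0.0211 and 0.0236, so that the numbers pair the libraries little beyond the values of 0. With the replicate number as a block, limma called 7 genes on HFD, including all 5 above, and the same 2 on CD.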

Using the resulting mRNA expression profiles, we first identified 343 differentially expressed genes (DEGs; see Methods) between HFD-fed RORα^LKO^ and HFD-fed RORα^f/f^ mice (RORα^LKO^/RORα^f/f^_HFD_ in Fig. 3a) and also 395 DEGs between CD-fed RORα^LKO^ and CD-fed RORα^f/f^ mice (RORα^LKO^/RORα^f/f^_CD_ in Fig. 3a and Supplementary Data 2). Moreover, we further compared log_2_-fold changes of the DEGs in the two comparisons above ((RORα^LKO^/RORα^f/f^_HFD_)/(RORα^LKO^/RORα^f/f^_CD_) in Fig. 3a) and identified the genes specifically affected by RORα under HFD condition as the DEGs showing significant (*P* < 0.05) differences in the log_2_-fold changes (Supplementary Data 2). 

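The difference between the log2 fold changes on HFD and CD was also tested in limma as an interaction of genotype label and diet. Its adjusted p was under 0.05 for 4 genes, and its unadjusted p was under 0.05 for 972 genes. With the replicate number as a block, 3 genes remained, all among the 4. Each of the 4 is a gene listed at 0 in 6 libraries. In the HFD-fed f/f-labelled libraries ENSMUSG00000093165 had FPKM of 69.3 and 77.0, *Snord118* (chromosome 11 of GRCm38, 69073427 to 69073561) had 40.5 and 44.1, and *Gm22988* (chromosome 11, 69669635 to 69669778) had 12.3 and 15.1. In the CD-fed f/f-labelled libraries *Snord15b* (chromosome 7, 99479563 to 99479707) had 5.99 and 8.44. With the 9839 genes whose FPKM was above 1 in all 8 libraries, the adjusted p of the interaction was under 0.05 for 0 genes and the unadjusted p for 874. Across all tested genes, the log2 fold changes on the 2 diets had Pearson's r = 0.0985 and Spearman's rho = 0.145. This is a relation across genes, which are not independent replicates, and is given without a p value.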

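The rewritten procedure called 1029 genes on either diet. Genes higher in the HFD-fed LKO-labelled libraries were divided by the difference between their log2 fold changes on HFD and CD. In Group 1 (162 genes) the change on HFD exceeded that on CD by 0.439 or more. In Group 2 the changes on the diets differed by less than that margin. Genes lower in the HFD-fed LKO-labelled libraries were divided in the same way. They made Group 4 (148 genes, lower on HFD by at least that margin) and Group 3 (85 genes). The genes called on CD alone made Group 5 (85) and Group 6 (163) among the higher genes and Group 7 (181) and Group 8 (67) among the lower genes, with the margin met in Groups 6 and 7. A further 9 genes were called on both diets with a change on CD larger by at least that margin, and met the rule of none of the groups. These were *Ccn1*, *Gm10217*, *Gm10509*, *Gm16042*, *Gm16285*, *Gm17133*, *Hspb1*, *Lpin1* and *Mup19*, which are named here because the count is low, with their values already seen. In Supplementary Data 2 the paper places 120 genes in Group 1, of which 111 were in Group 1 here, and 68 in Group 4, of which 66 were in Group 4 here. The paper also asks for a significant difference between the log2 fold changes. Supplementary Data 2 lists no p for it, and the margin of the Methods alone was used here. Group sizes moved with the treatment of low FPKM, and Group 1 held 91 genes when FPKM above 1 was required in all 8 libraries and 271 with a pseudocount of 0.1.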

We categorized these DEGs into eight groups (Groups 1–8) based on differential expression patterns in the three comparisons above. Our data above showed that we only found significant weight gain of RORα^LKO^ mice under HFD condition. 

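On HFD the median log2 fold change between LKO-labelled and f/f-labelled libraries was 0.73 in Group 1, 0.56 in Group 2, −0.53 in Group 3 and −0.83 in Group 4. On CD the medians of the same groups were 0.00, 0.40, −0.38 and 0.00. The grouping rests on a margin between the log2 fold changes, and the difference itself was tested with limma. Its unadjusted p was under 0.05 for 64 genes of Group 1, 8 of Group 2, 2 of Group 3 and 63 of Group 4. Groups 1 and 4 were chosen by the size of this difference in the same libraries. That they hold more low p values than Groups 2 and 3 therefore follows from the grouping. The adjusted p was under 0.05 for 0 genes of Groups 1, 2 and 3 and for 3 genes of Group 4, with the lowest adjusted p in Group 1 at 0.229 from limma. A value listed at 0 in at least 1 library was present for 40 genes of Group 1 and 50 genes of Group 4, against 7 in Group 2 and 12 in Group 3.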

Of Groups 1–8, thus, we first focused on Groups 1–4 showing significant changes under HFD condition (Fig. 3a).

**Fig. 3:**
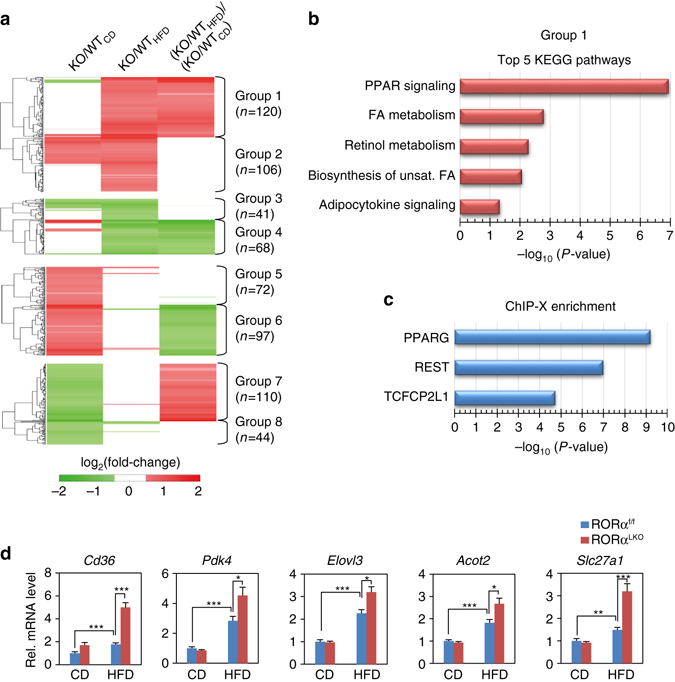
Transcriptome analysis of hepatic gene expression profile in RORα^LKO^ mice. **a** Up- and down-regulated genes in RORα^LKO^ compared to RORα^f/f^ mice. These genes were categorized into four groups of the up- (Groups 1, 2) and down-regulated genes (Groups 3, 4) in HFD-fed RORα^LKO^. Besides Groups 1–4, remain genes were also categorized into four groups of the up- (Groups 5, 6) and down-regulated genes (Groups 7, 8) in CD-fed RORα^LKO^. Groups 1, 2 (or Groups 3, 4) were further divided by the specificity of the RORα effect under HFD condition. Log_2_-fold changes in the following comparisons were displayed: RORα^LKO^/RORα^f/f^_HFD_, RORα^LKO^/RORα^f/f^_CD_ and (RORα^LKO^/RORα^f/f^_HFD_)/(RORα^LKO^/RORα^f/f^_CD_). Hierarchical clustering of the DEGs in Groups 1–8 (Euclidian distance as a dissimilarity measure and average linkage) were used to display the log_2_-fold changes. **b** KEGG pathways enrichment analysis for the genes in Group 1. The bars represent the enrichment scores, -log_10_ (*P* value). **c** TF enrichment analysis for the genes in Group 1 using ChEA2 software. Top 3 TFs are shown. The bars represent the enrichment scores, -log_10_ (*P* value). **d** Expression levels of group 1 genes (upregulated genes in RORα^LKO^ mice fed HFD compared with RORα^f/f^ mice) in liver extract from RORα^f/f^ and RORα^LKO^ mice fed CD or HFD for 10 weeks (*n* = 5–9/group) as determined by qRT-PCR. Expression was normalized to 36B4 expression. Statistical analysis was performed using two-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001. Data expressed as mean ± s.e.m

To understand cellular processes represented by Groups 1–4, we performed enrichment analysis of gene ontology biological processes (GOBPs) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for the genes in Groups 1–4 using DAVID software ^33, 34^ (Supplementary Data 3). 

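DAVID was not run here. In its place, 9 lists of mouse genes, fixed in advance, were counted in Groups 1–4 as called here and tested with 36 one-sided Fisher's exact tests against the 11634 tested genes, with list sizes counted among those genes. Targets of PPARα in peroxisomal and mitochondrial fatty acid oxidation (31 genes tested) had 5 members in Group 1 (p = 6.2e-05 in Fisher's exact test, 0.00032 after Benjamini-Hochberg adjustment) and 10 members in Group 2 (exact p = 7.2e-13, adjusted 2.6e-11). The 5 in Group 1 were *Acot2*, *Cyp4a10*, *Cyp4a31*, *Ehhadh* and *Pdk4*. *Acot2*, with its neighbor *Acot1*, and the *Cyp4a* genes have near-identical paralogs, and their FPKM is uncertain because Cufflinks divides shared reads between copies. Major urinary protein genes, which are also near-identical copies and equally uncertain, had 5 of 20 members in Group 4 (exact p = 4.1e-06, adjusted 2.5e-05). Adipocyte markers had 2 members in Group 1, *Car3* and *Cfd* (exact p = 0.0081, adjusted 0.029). They also had *Cidec* in Group 2 and, in the other direction, *Thrsp* in Group 4 (adjusted exact p = 0.33 for each group). The genes of Fig. 2f had 3 of 14 in Group 2, *Cidec*, *G0s2* and *Plin2* (exact p = 0.00044, adjusted 0.002). Bile acid synthesis genes had 2 of 12 members in Group 3, *Cyp7a1* and *Cyp7b1* (exact p = 0.0033, adjusted 0.013). The macrophage and leukocyte markers and the cholesterol synthesis genes had at most 1 member in any of these groups, and their lowest adjusted p was 0.36.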

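A list of genes of the PPAR signaling pathway, compiled by hand in advance, held 80 genes, of which 62 were expressed and tested. Group 1 held 11 of them where 0.863 would be placed there by chance (p = 7.5e-10 in a one-sided Fisher's exact test, 1.4e-08 after Benjamini-Hochberg adjustment). They were *Cd36*, *Cpt1b*, *Cyp4a10*, *Cyp4a31*, *Cyp8b1*, *Ehhadh*, *Hmgcs1*, *Lpl*, *Plin4*, *Scd1* and *Slc27a1*, of which the *Cyp4a* genes and *Scd1* have close paralogs and uncertain FPKM. The paper's count of PPAR signaling genes in Group 1 is 8 in Supplementary Data 3. Group 2, whose members changed similarly on both diets, held 10 genes of the list (exact p = 1.3e-09, adjusted 1.6e-08). Without normalization of the FPKM, 8 genes of the list were in Group 1 (exact p = 9.7e-07).
The list was also tested as a whole, without regard to calls, with limma's camera test for gene sets, one of 27 such tests. On HFD its median log2 fold change was 0.25 with 50 of the 62 genes higher in the LKO-labelled libraries (camera adjusted p = 2.2e-09 in limma, and 2.2e-09 with the replicate number as a block). On CD the median was 0.09 with 46 genes higher (limma camera adjusted p = 0.013, with the block 0.011). The difference between the diets had a median of 0.17 (limma camera adjusted p = 0.0065, with the block 0.0052). With any 1 library left out, this median difference was 0.07 to 0.32. Camera was run with a preset inter-gene correlation of 0.01, and Fisher's exact tests treat genes as independent. Genes of a list can move together between libraries, so that the p values of both tests may be too small. When low FPKM was not filtered, the median on HFD was 0.15 (limma camera adjusted p = 1.7e-07). Single genes of the list had unadjusted limma p values under 0.05 in 27 cases on HFD. Adjusted over the list alone 15 genes had p under 0.05, and adjusted over all tested genes 0 genes did. Adipocytokine signaling and retinol metabolism were not analysed here as lists.

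**Figure D1:**
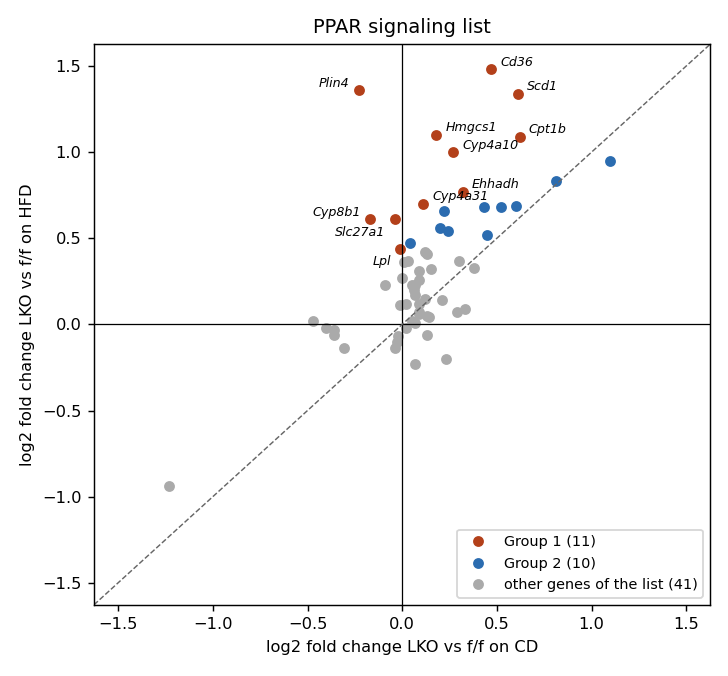
Genes of the PPAR signaling list, each a dot placed by its log2 fold change between LKO-labelled and f/f-labelled libraries on CD (x axis) and on HFD (y axis), with n = 2 libraries per group. Orange dots are the 11 genes of Group 1, blue dots the 10 genes of Group 2 and grey dots the other 41 genes. The dashed line marks equal change on both diets, above which all orange dots lie by the rule that defines Group 1.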

Group 1 is mainly involved in the processes related to PPAR and adipocytokine signaling pathways and fatty acid/retinol metabolism (Fig. 3b). 

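Of 21 symbols of circadian clock and clock output genes listed in advance, 2 of which name *Ciart*, 19 genes were expressed. *Bhlhe40*, *Bhlhe41*, *Dbp*, *Per3* and *Tef* were in Group 4, 5 genes where 0.242 would be placed there by chance (p = 3.1e-06 in a one-sided Fisher's exact test, adjusted 2.2e-05). On HFD the FPKM of *Dbp* was 32.4 ± 5.47 in the LKO-labelled group and 65.4 ± 9.77 in the f/f-labelled group (SD, n = 2 libraries each, limma adjusted p = 0.14). The log2 fold changes of the other 4 on HFD were −0.59, −0.88, −0.78 and −0.55, with limma adjusted p values of 0.44, 0.41, 0.25 and 0.23. On CD the 5 genes had log2 fold changes of 0.50, 0.15, −0.37, 0.05 and −0.04. In each of the 5 genes both HFD-fed LKO-labelled libraries lay below both HFD-fed f/f-labelled libraries. Another 5 genes, *Ciart*, *Cry1*, *Per2*, *Usp2* and *Wee1*, were in Group 3 (exact p = 2e-07, adjusted 1.8e-06). As a whole the list had a median log2 fold change of −0.50 on HFD, with 5 of the 19 genes higher (limma camera adjusted p = 1.1e-06, with the replicate block 6.2e-07). On CD the median was −0.16 (limma camera adjusted p = 0.026, with the block 0.016), and the median difference between the diets was −0.22 (limma camera adjusted p = 0.016, with the block 0.012). With any 1 library left out, the median difference was −0.31 to −0.07. These p values have the limits given for the PPAR signaling list. Adjusted over the list alone, 12 genes had a limma p under 0.05 on HFD, and 0 did when adjusted over all tested genes, where 12 had an unadjusted p under 0.05. *Arntl* and *Clock*, which activate the clock, had log2 fold changes of 0.17 and 0.40 on HFD.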

Group 4 is mainly involved in the processes related to circadian rhythm (Supplementary Data 3). Since Group 1 is highly associated with the weight gain of HFD-fed RORα^LKO^, we next examined which transcription factors (TFs) account for up-regulation of the genes in Group 1 under HFD condition. By performing TF enrichment analysis of the genes in Group 1 using ChEA2 software^35^, PPARγ turned out to be the most enriched TF in Group 1 (Fig. 3c and Supplementary Data 4). 

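ChEA2 was not run here. Supplementary Data 4 names 28 genes of Group 1 as PPARγ targets, and all 28 were matched and tested. The rewritten procedure called all 28 higher in the HFD-fed LKO-labelled libraries and placed 25 of them in Group 1, which restates the paper's own selection from the same libraries. Their median log2 fold change was 0.73 on HFD, with a range of 0.44 to 1.48, and 0.07 on CD, where 0 were called higher. For 27 of the 28, both LKO-labelled libraries were above both f/f-labelled libraries on HFD. In limma, 21 had an unadjusted p under 0.05 on HFD and 0 an adjusted p under 0.05, and for the difference between the diets 10 had an unadjusted p under 0.05.
The genes of Fig. 3d, measured there by quantitative PCR, had these values in the sequencing. *Cd36* (ENSMUSG00000002944, chromosome 5 of GRCm38, 17781690 to 17888801, minus strand), a fatty acid translocase, had FPKM of 61.9 ± 2.49 (SD, n = 2 libraries) in the HFD-fed LKO-labelled group and 23.1 ± 8.74 (SD, n = 2 libraries) in the HFD-fed f/f-labelled group, a log2 fold change of 1.48 (standard error 0.28, limma adjusted p = 0.21). On CD it had 24.2 ± 6.64 and 17.3 ± 2.74 (SD, n = 2 libraries each), a log2 fold change of 0.47. The difference between the diets was 1.02 on the log2 scale (limma adjusted p = 0.58), and with each library left out in turn the log2 fold change on HFD was 1.11 to 1.86. *Pdk4* (chromosome 6, 5483351 to 5496309, minus strand), a pyruvate dehydrogenase kinase, had 3.45 ± 0.914 against 1.24 ± 0.00378 on HFD (SD, n = 2 libraries each), with log2 fold changes of 0.98 on HFD (standard error 0.31, limma adjusted p = 0.38) and 0.13 on CD. *Elovl3* (chromosome 19, 46131897 to 46135694, plus strand), a fatty acid elongase, had 50.3 ± 6.24 against 27.3 ± 4.27 on HFD (SD, n = 2 libraries each), with log2 fold changes of 0.89 (standard error 0.21, limma adjusted p = 0.27) and 0.25 on CD. *Acot2* (chromosome 12, 83987861 to 83993873, plus strand), an acyl-CoA thioesterase with a close paralog and therefore uncertain, had 4.23 ± 0.473 against 2.10 ± 0.391 on HFD (SD, n = 2 libraries each), with log2 fold changes of 0.77 (standard error 0.24, limma adjusted p = 0.37) and 0.15 on CD. *Slc27a1* (chromosome 8, 71568882 to 71587302, plus strand), a fatty acid transporter, had 7.02 ± 1.14 against 4.27 ± 0.382 on HFD (SD, n = 2 libraries each), with log2 fold changes of 0.61 (standard error 0.14, limma adjusted p = 0.25) and −0.04 on CD. In each of the 5 genes both HFD-fed LKO-labelled libraries lay above both HFD-fed f/f-labelled libraries, and the combined permutation p of the rewritten procedure was 0.0025 to 0.0076.

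**Figure D2:**
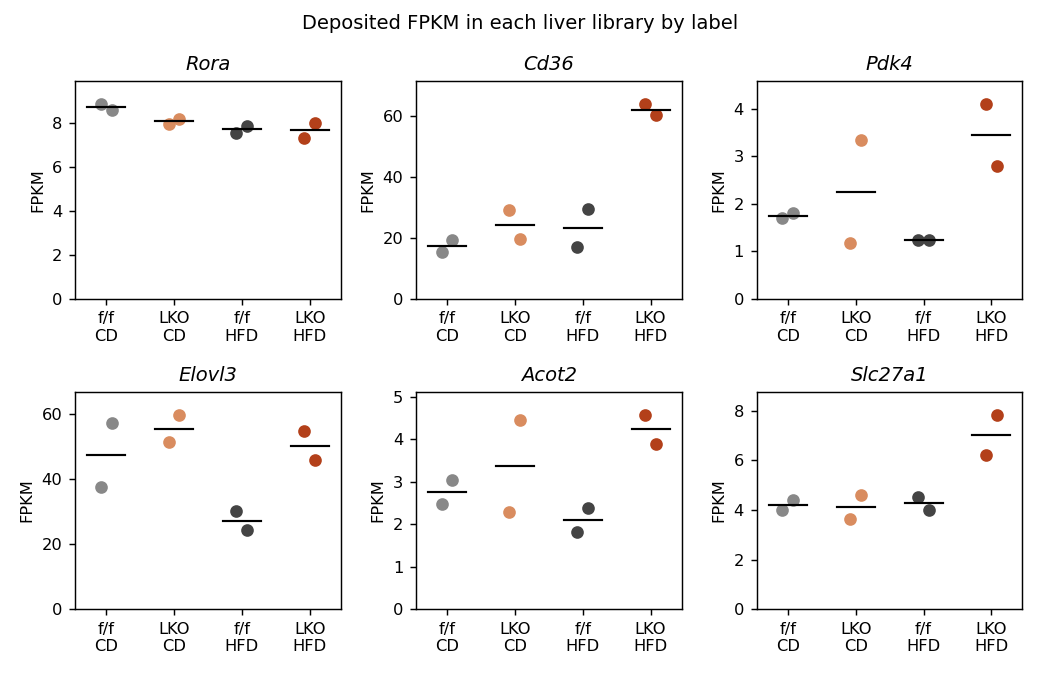
FPKM (y axis) of *Rora* and of the 5 genes of Fig. 3d in the 8 liver libraries, by genotype label and diet (x axis). Each dot is a library and each black line the mean of the 2 libraries of a group; both dots of the HFD-fed LKO group are above both dots of the HFD-fed f/f group for the 5 genes, and not for *Rora*.

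Because it links Group 1 to the weight gain of HFD-fed RORα LKO mice, the paper asks which transcription factors account for the rise of these genes and reports PPARγ as the most enriched. With quantitative PCR of genes in Group 1 it concludes at this point that the transcriptional activity of PPARγ is enhanced without RORα. Its later reporter, ChIP and PPARγ antagonist experiments also bear on this conclusion and were not analysed here.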

Quantitative PCR with reverese transcription analysis confirmed that the genes in Group 1 including PPARγ target genes are largely elevated in HFD-fed RORα^LKO^ mice (Fig. 3d), indicating that PPARγ transcriptional activity is enhanced in the absence of RORα.

PPARα is a transcriptional factor that conducts a key role in hepatic lipid metabolism and shares similar response elements with PPARγ on the target promoters^36, 37^. To determine whether RORα also mediates PPARα transcriptional network in the liver, we examined the expression of well-known hepatic PPARα target genes, including *Acox1* and *Fgf21*. The hepatic gene expressions of *Acox1* and *Fgf21* in HFD-fed RORα^LKO^ mice were similar to those of HFD-fed RORα^f/f^ mice, suggesting that RORα deficiency would not further enhance hepatic PPARα transcriptional network (Supplementary Fig. 2a) under HFD condition. We next examined the expression of PPARα target genes in the physiological setting of PPARα activation. It has been widely accepted that PPARα is activated under conditions of energy deprivation^38^. The induction of PPARα target genes in RORα^LKO^ mice was quite similar to that of RORα^f/f^ mice (Supplementary Fig. 2b). Chromatin immunoprecipitation (ChIP) assay clearly revealed little or no difference of PPARα recruitment to PPAR-response element (PPRE) on the promoters of PPARα target genes (Supplementary Fig. 2c). Recently, PPARα has been reported to bind autophagic gene promoters to coordinate autophagy in response to nutrient deprivation^37^. We observed that the induction of autophagic genes including *LC3a* and *Sesn2* of RORα^LKO^ mice were similar to those of RORα^f/f^ mice (Supplementary Fig. 2d). Taken together, these data indicate that RORα mainly controls PPARγ transcriptional network rather than PPARα in the liver in response to environmental stress such as HFD.

### RORα represses PPARγ transcriptional activity via HDAC3

Since PGC1α is a well-known coactivator for PPARγ^39^, we examined whether introduction of RORα inhibits PPARγ/PGC1α-dependent transcriptional activation using PPRE-containing luciferase reporter. Expression of PGC1α dramatically increased PPARγ transcriptional activity, and increased expression of RORα progressively attenuated the PPARγ/PGC1α-dependent transcriptional activation (Fig. 4a). In addition, we examined whether RORα inhibits NCOA1 and NCOA2-mediated PPARγ transcriptional activation. NCOA1 and NCOA2, as p160 family members, are also coactivators for PPARγ^40^. Consistently, RORα significantly reduced NCOA1 and NCOA2-mediated transcriptional activation (Fig. 4b and Supplementary Fig. 3a).

**Fig. 4:**
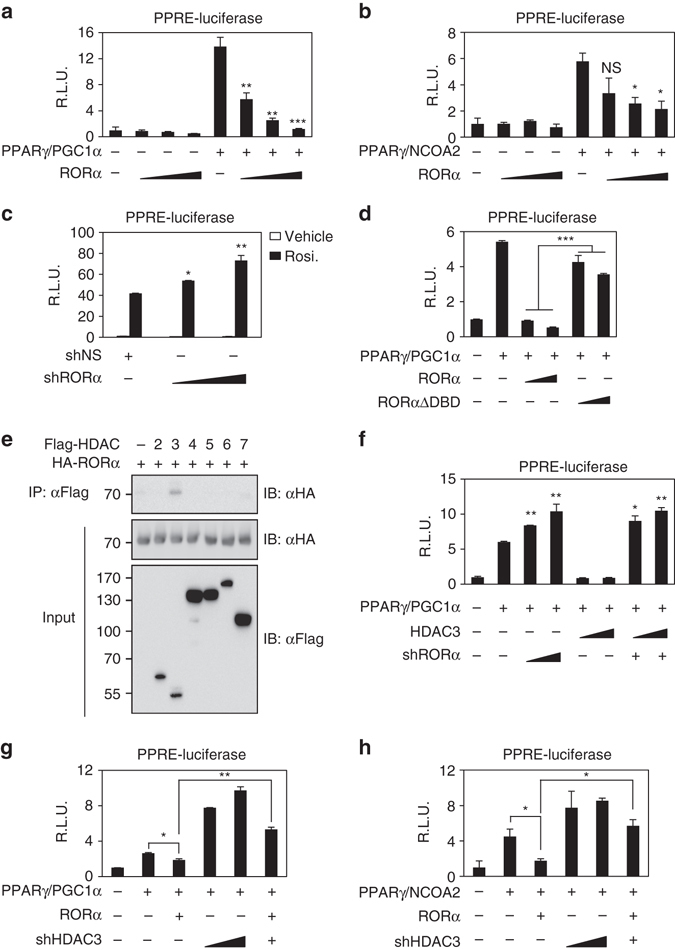
RORα interacts with HDAC3 to repress PPARγ transcriptional activity. **a**, **b** Effect of overexpression of RORα on PPRE-luciferase reporter activity with coactivator PGC1α **a** or NCOA2 **b**. *P < 0.05, **P < 0.01, ***P < 0.001, NS, non-significant, compared to PPARγ/coactivator group. **c** Effect of knockdown of RORα on PPRE-luciferase reporter activity. Cells were treated with DMSO (vehicle), rosiglitazone (20 μM) for 24 h. *P < 0.05, **P < 0.01, compared to shNS group. **d** Effect of RORα ΔDBD mutant on PPRE-luciferase reporter activity. ***P < 0.001. **e** Co-immunoprecipitation assay was performed to detect the interaction between RORα and HDACs of HEK293T cells. **f** Effect of RORα on PPRE-luciferase reporter activity by HDAC3 overexpression. *P < 0.05, **P < 0.01, compared to PPARγ/PGC1α group. **g**, **h** Effect of knockdown of HDAC3 with coactivator PGC1α **g** and NCOA2 **h** on PPRE-luciferase reporter activity. Data expressed as mean ± s.e.m. Statistical analysis was performed using one-way ANOVA followed by Tukey’s post hoc analysis. *P < 0.05, **P < 0.01. Data expressed as mean ± s.e.m

To evaluate the role of RORα in attenuation of the PPARγ-dependent transcriptional activation, we treated Hep3B cells with rosiglitazone, a PPARγ synthetic agonist, and then measured PPRE-luciferase activity. Knockdown of RORα markedly enhanced PPRE-luciferase activity, indicating that RORα functions to repress PPARγ transcriptional activity (Fig. 4c). To determine if DNA-binding domain (DBD) of RORα is required for inhibiting PPARγ transcriptional activation, we introduced DBD-deleted RORα mutant (RORα ΔDBD). We observed that RORα WT markedly suppressed PPARγ transcriptional activation, whereas the RORα-mediated repression was remarkably relieved by introduction of RORα ΔDBD (Fig. 4d). As RORα failed to interact with PPARγ, our data proposed that RORα suppresses PPARγ transcriptional activation through DBD and possibly competes with PPARγ for the binding to PPRE. Consistently, the recruitment of RORα was markedly reduced in PPRE-deleted synthetic promoter region (Supplementary Fig. 3b, c).

Since histone acetylation promotes transcriptional activation, we next examined whether RORα interacts with specific histone deacetylases for the repression of PPARγ transcriptional activity. Co-immunoprecipitation assay revealed that RORα specifically interacts with HDAC3 (Fig. 4e and Supplementary Fig. 3d). To determine if HDAC3 is required for RORα-mediated repression of PPARγ transcriptional activity, we further examined repressive function of HDAC3 for PPRE-luciferase activity in the presence or absence of RORα. Intriguingly, knockdown of RORα relieved the HDAC3-dependent repressive function indicating that HDAC3 exerted repressive function on PPARγ transcriptional activity in the presence of RORα (Fig. 4f). Consistently, knockdown of HDAC3 largely reversed RORα-mediated repression of PPARγ transcriptional activity (Fig. 4g, h and Supplementary Fig. 3e). These results indicate that RORα recruits HDAC3 to potentiate repression of PPARγ transcriptional activity.

### RORα/HDAC3 dynamically regulate PPARγ target gene expression

PPRE consists of a direct repeat (DR) sequence of (A/G)GGTCA spaced by one nucleotide, whereas consensus RORα response element (RORE) consists of core motif (A/G)GGTCA preceded by a 6-bp A/T-rich sequence. Thus, given that RORE and PPRE share core motif, we hypothesized that RORα directly binds the PPRE of PPARγ target promoters for transcriptional repression. To examine whether RORα and HDAC3 are co-recruited to the PPARγ target promoters for the repression, we performed ChIP assay with anti-RORα, PPARγ, PPARα, RNA polymerase II (Pol II), acetylated H3 (H3Ac) and HDAC3 antibodies from the mouse liver extracts of CD or HFD-fed RORα^f/f^ and RORα^LKO^ mice. ChIP assays revealed that RORα and HDAC3 were co-recruited to the *Cd36*, *Scd1* and *Plin2* promoters in the liver of HFD-fed RORα^f/f^ mice, although no changes were observed with CD-fed RORα^f/f^ mice (Fig. 5a and Supplementary Fig. 4a, b). In the absence of RORα, PPARγ recruitment was markedly increased, whereas HDAC3 recruitment was largely diminished along with elevated acetylated H3 levels on the *Cd36*, *Scd1* and *Plin2* promoters in the liver of HFD-fed RORα^LKO^ mice (Fig. 5a and Supplementary Fig. 4a, b). Unlike PPARγ, PPARα recruitment was barely detected from the PPARγ target promoters containing PPRE as assessed by ChIP assay (Fig. 5a and Supplementary Fig. 4b, c).

**Fig. 5:**
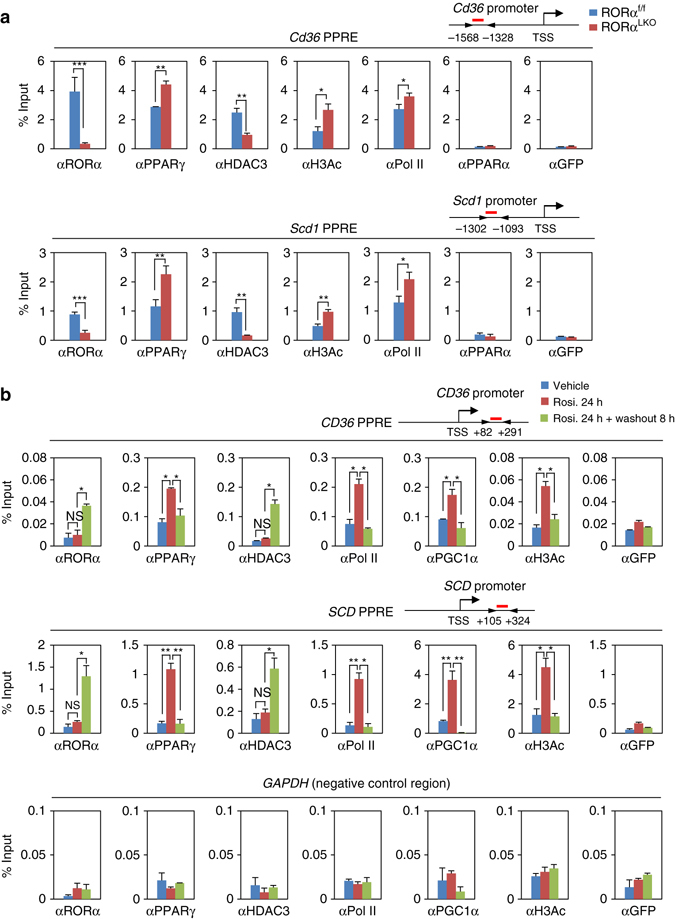
RORα recruits to the PPARγ target gene promoters with HDAC3. **a** ChIP assays were performed on the *Cd36* and *Scd1* promoters in liver extract form RORα^f/f^ and RORα^LKO^ mice fed HFD for 10 weeks (*n* = 3 per group). Promoter occupancy by RORα, PPARγ, HDAC3, H3Ac, Pol II, PPARα and GFP was analyzed. Schematic of promoter region was represented with gene name. Red bar depicts locations of PPRE. Statistical analysis was performed using Student’s unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. **b** ChIP assays were performed on the *CD36, SCD* promoters and *GAPDH*-negative region in Hep3B cells with or without Rosiglitazone (20 μM) treatment for 24 h and washout 8 h. Promoter occupancy of RORα, PPARγ, HDAC3, Pol II, PGC1α, H3Ac and GFP was analyzed. Schematic of promoter region was represented with gene name. Red bar depicts locations of PPRE. Statistical analysis was performed using one-way ANOVA followed by Tukey’s post hoc analysis. *P < 0.05, **P < 0.01. Data expressed as mean ± s.e.m

We next determined if both RORα and HDAC3 are recruited to the PPRE in response to PPARγ agonist in Hep3B cells (Supplementary Fig. 5a). Treatment of rosiglitazone largely induced the expression of PPARγ target genes (Supplementary Fig. 5b). Interestingly, 8 h washout after rosiglitazone treatment dramatically reduced PPARγ target gene expressions (Supplementary Fig. 5a, b). Consistent with gene expressions, treatment of rosiglitazone increased recruitment of PPARγ, PGC1α and Pol II with elevated histone H3 acetylation level on PPARγ target promoters as well as induction of PPARγ target genes (Fig. 5b and Supplementary Fig. 5c). Strikingly, further increased recruitment of RORα to PPRE was observed along with enhanced HDAC3 recruitment in the setting of washout of rosiglitazone for 8 h (Fig. 5b and Supplementary Fig. 5c). Increased recruitment of RORα and HDAC3 substantially diminished PGC1α and Pol II recruitment on PPRE with decreased histone H3 acetylation level on PPRE (Fig. 5b and Supplementary Fig. 5c).

Next, we further determined whether PPARγ antagonist GW9662 also resulted in the increased recruitment of RORα and HDAC3 to the PPARγ target promoters. Consistent with the results from 8 h washout, GW9662 treatment significantly reduced the expression levels of PPARγ target genes (Supplementary Fig. 6a). ChIP assay revealed that recruitment of RORα and HDAC3 to the PPARγ target promoters were markedly increased, while PPARγ and Pol II recruitments were markedly reduced in response to GW9662 treatment (Supplementary Fig. 6b).

### RORα competes with PPARγ for binding to PPARγ target promoters

To address HDAC3 recruitment to PPARγ target gene promoters requires RORα, we first examined the PPARγ target gene induction in the presence or absence of RORα. The induction of PPARγ target genes by rosiglitazone was further enhanced by RORα siRNA, indicating that RORα is a critical transcriptional repressor for PPARγ target gene expression (Supplementary Fig. 7a). RORα knockdown largely increased the recruitment of PPARγ for transcriptional activation with increased levels of H3 acetylation to the PPARγ target gene promoters (Fig. 6a and Supplementary Fig. 7b). While remarkably increased by rosiglitazone washout, the HDAC3 recruitment was substantially reduced by RORα knockdown even with setting of rosiglitazone washout (Fig. 6a and Supplementary Fig. 7b). Taken together, these data clearly indicate that RORα is required for recruitment of HDAC3 to PPARγ target gene promoters.

**Fig. 6:**
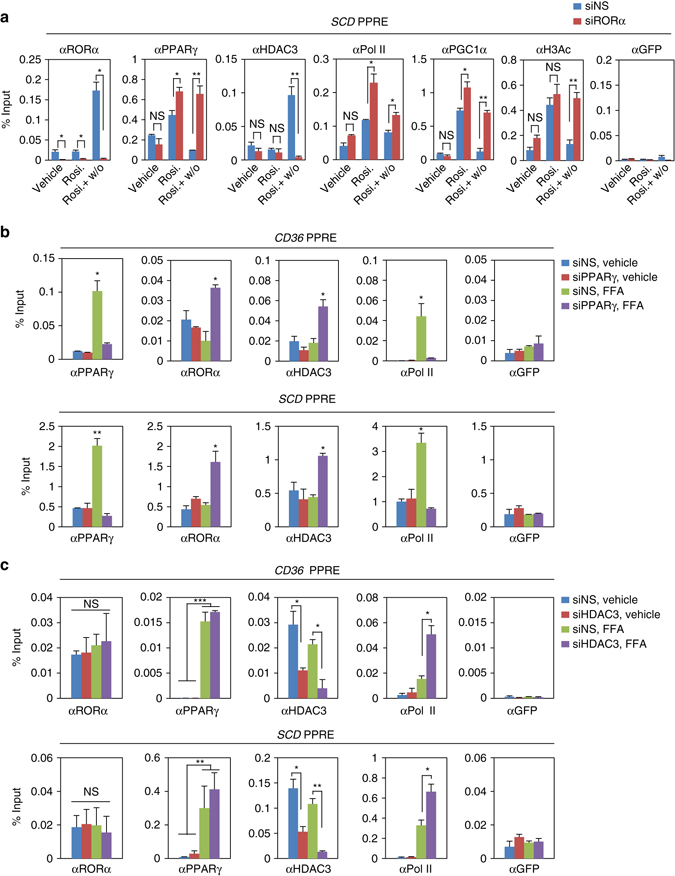
Recruitment of RORα and PPARγ to the PPARγ target gene promoters are mutually exclusive. **a** ChIP assays were performed in the absence or presence of RORα on *SCD* promoters in Hep3B cells with or without Rosiglitazone (20 μM) treatment for 24 h and washout 8 h. Promoter occupancy of RORα, PPARγ, HDAC3, Pol II, PGC1α, H3Ac and GFP was analyzed. Statistical analysis was performed using Student’s unpaired *t*-test. *P < 0.05, **P < 0.01, NS, non-significant. **b**, **c** ChIP assays were performed in the absence or presence of PPARγ **b**/HDAC3 **c** on the *CD36* and *SCD* promoters in Hep3B cells with or without free fatty acid (free fatty acid: Oleic acid 200 μM and Palmitic acid 100 μM) treatment for 24 h. Promoter occupancy of PPARγ, RORα, HDAC3, Pol II and GFP was analyzed. Data expressed as mean ± s.e.m. Statistical analysis was performed using one-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001. Data expressed as mean ± s.e.m

To determine if RORα competes with PPARγ for the binding to the PPARγ target promoters, we transiently knocked down PPARγ in Hep3B cells. To mimic HFD feeding conditions in vitro, we treated cells with free fatty acid (FFA) and examined expression of PPARγ target genes. We observed that FFA treatment markedly increased PPARγ target gene expressions in both WT and *Pparα*-null mouse primary hepatocytes, indicating that PPARα failed to influence on PPARγ transcriptional network in the setting of HFD (Supplementary Fig. 7c). Next, we tested PPARγ target gene expressions in the presence of PPARγ siRNA or HDAC3 siRNA. While repressed by PPARγ siRNA, expression of PPARγ target genes was largely enhanced by HDAC3 siRNA in response to FFA treatment (Supplementary Fig. 7d). Consistent with gene expression, increased PPARγ recruitment by FFA was substantially diminished by PPARγ siRNA (Fig. 6b). Interestingly, recruitment of RORα was dramatically increased to the PPARγ target gene promoters, and HDAC3 recruitment was accompanied by the RORα recruitment to PPARγ target promoters by knockdown of PPARγ (Fig. 6b). Furthermore, Re-ChIP assay clearly indicated that PPARγ and RORα are able to bind to the same genomic region and their recruitments to promoter of target genes are mutually exclusive (Supplementary Fig. 7e). These data strongly indicate that RORα and HDAC3 compete with PPARγ for the binding to the target gene promoters for regulation of gene expressions with opposite transcriptional outputs. Altogether, our data demonstrate that RORα functions as a corepressor along with HDAC3 and is co-recruited to the PPARγ target promoters for the repression of PPARγ-mediated transcriptional activity.

To determine whether RORα recruitment is accompanied by the presence of HDAC3, we examined recruitment of RORα to the PPARγ target gene promoters in the presence of HDAC3 siRNA. Although little or no difference of the recruitment of RORα and PPARγ was observed, Pol II recruitment to the PPARγ target gene promoters was markedly increased by HDAC3 knockdown (Fig. 6c), indicating that the presence of HDAC3 affected the recruitment of RNA polymerase II to the PPARγ target gene promoters. Taken together, these data indicate that both RORα and HDAC3 serve as transcriptional corepressors on the PPARγ target gene promoters for the repression of PPARγ target gene expressions.

### PPARγ antagonism restores metabolic homeostasis in RORα^LKO^ mice

Since RORα turned out to play a key role to repress PPARγ transcriptional activity in vitro and in vivo, we next examined if inhibition of PPARγ transcriptional activities restores impaired metabolic homeostasis. For this, PPARγ antagonist GW9662 were treated to RORα^f/f^ and RORα^LKO^ mice for 5 weeks with HFD. Intriguingly, the body weight gain of both RORα^f/f^ and RORα^LKO^ mice were markedly reduced by GW9662 treatment compared with vehicle-treated control mice (Fig. 7a). The reduction of body weight gain by GW9662 in RORα^LKO^ mice was much greater, leading to similar body weight to GW9662-treated RORα^f/f^ mice, indicating that inhibition of PPARγ activity remarkably reduces body weight gain in RORα^LKO^ mice (Fig. 7a). Similar to reduced body weight gain, tissue weights of the liver and epidydimal white adipose tissue were markedly reduced by GW9662 treatment in both RORα^f/f^ and RORα^LKO^ mice (Fig. 7b, c). Consistently, cross-sectional area of adipocytes was significantly reduced by GW9662 treatment (Fig. 7d). In accordance with body weight reduction, PPARγ antagonism markedly reduced hepatic steatosis in both RORα^f/f^ and RORα^LKO^ mice (Fig. 7e). Consistently, gene expression profile analysis exhibited that target gene expression levels involved in hepatic gluconeogenesis and lipogenesis are largely reduced by GW9662 treatment (Fig. 7f, g). Together, we demonstrate that enhanced PPARγ transcriptional activity by RORα deficiency is de-activated by PPARγ antagonism to restore metabolic homeostasis, including body weight gain, hepatic steatosis and glucose and lipid metabolism.

**Fig. 7:**
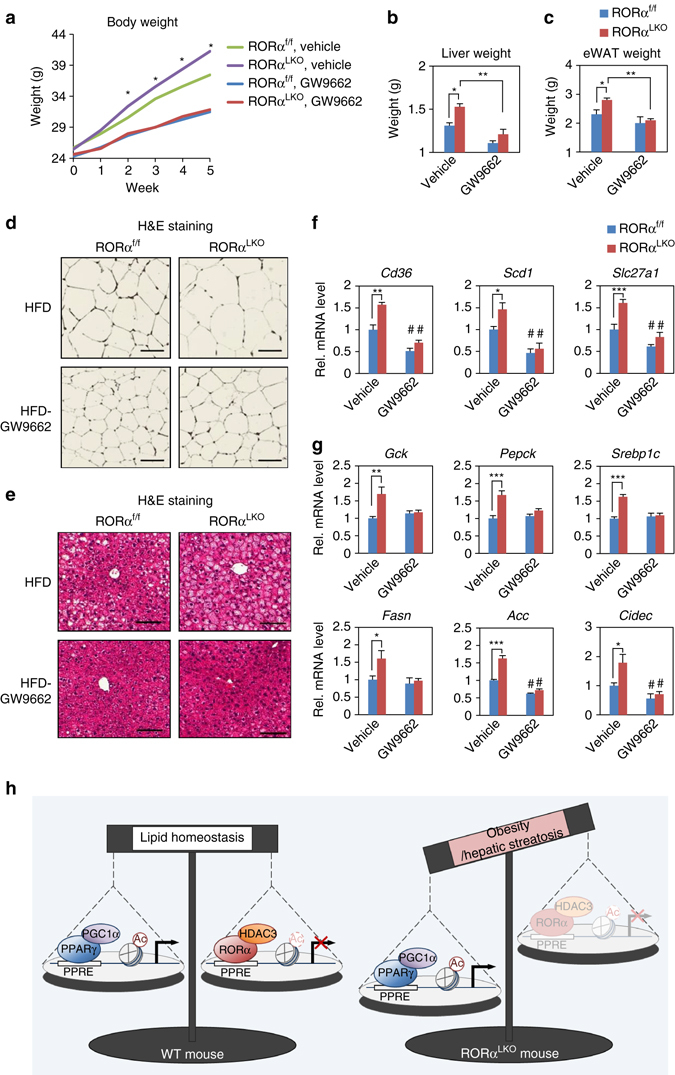
PPARγ antagonism restores metabolic homeostasis in RORα^LKO^ mice. **a**–**e** RORα^f/f^ and RORα^LKO^ mice were fed HFD with or without GW9662 for 5 weeks (*n* = 4–5 per group). **a** Body weight curves. Statistical analysis was performed using Student’s unpaired *t*-test. *P < 0.05, RORα^f/f^ vs RORα^LKO^, vehicle. **b**, **c** Liver **b** and epidydimal white adipose tissue (eWAT) **c** weight of RORα^f/f^ and RORα^LKO^ mice were fed HFD with or without GW9662 for 5 weeks. Statistical analysis was performed using two-way ANOVA. *P < 0.05, **P < 0.01. **d**, **e** Representative histological section images from eWAT **d** and liver **e** of RORα^f/f^ and RORα^LKO^ mice fed HFD with or without GW9662 for 5 weeks. Scale bar, 100 μm. **f**, **g** Expression levels of PPARγ target genes **f** or gluconeogenesis/lipogenesis/lipid sequestration genes **g** in liver from RORα^f/f^ and RORα^LKO^ mice fed HFD with or without GW9662 for 5 weeks as determined by quantitative PCR with reverese transcription. Expression was normalized to 36B4 expression. Statistical analysis was performed using Student’s unpaired t-test. *P < 0.05, **P < 0.01, ***P < 0.001, ^#^ *P* < 0.05 compared to each vehicle group. Data expressed as mean ± s.e.m. **h** Proposed model for the role of RORα in hepatocyte. RORα regulates PPARγ signaling via HDAC3 recruitment to the PPARγ target promoters for transcriptional repression

## Discussion

Hepatic nuclear receptors play critical roles in the regulation of lipid and glucose metabolism in response to environmental stress, including nutrient and hormonal cues^41^. Dysfunction of hepatic nuclear receptors is largely linked to metabolic diseases including obesity and type II diabetes. We found that PPARγ signaling is a critical pathway affected by hepatic deletion of RORα. Dysregulated PPARγ signaling in RORα^LKO^ mice results in uncontrolled lipogenesis, contributing to the development of hepatic steatosis and diet-induced obesity on a HFD. Furthermore, treatment of PPARγ antagonist GW9662 decreased the susceptibility to obesity^42, 43^. Consistent with previous reports, we also observed that elevated PPARγ transcriptional activity in RORα^LKO^ mice are downregulated after treatment of GW9662, resulting in decrease of diet-induced hepatic steatosis and obesity. Our data confirm that RORα is a key factor for the repression of PPARγ signaling to protect against diet-induced hepatic steatosis and obesity in vivo.

Together, PPARγ signaling turns out to be significantly activated in HFD-fed RORα^LKO^ mice while increased RORα reduces PPARγ transcriptional activity, providing a direct molecular link between RORα and PPARγ. Furthermore, our data indicate that RORα regulates PPARγ signaling through RORα-mediated HDAC3 recruitment to the PPARγ target promoters. Thus, RORα plays a crucial role in maintaining homeostasis of lipid metabolism in liver by negatively regulating PPARγ signaling via HDAC3 recruitment to the PPARγ target promoters for transcriptional repression (Fig. 7h).

Thiazolidinedione (TZD) is a synthetic PPARγ agonist and has been clinically approved to improve glucose homeostasis and fatty liver in human patients. Although the molecular mechanisms still remain unclear, the ‘lipid steal’ hypothesis has been widely accepted to explain of how TZD treatment improves insulin resistance in type II diabetes patients^44–46^. However, though PPARγ activation has shown to reduce blood glucose level and hepatic gluconeogenesis, and improve glucose tolerance^47, 48^, several reports have shown that PPARγ activation leads to hepatic steatosis^49, 50^. In general, the expression of PPARγ is very low in human and mouse liver. Interestingly, the expression level of hepatic PPARγ is significantly upregulated in obese rodent model^51^ and high level of PPARγ in mouse liver is sufficient for the induction of adipogenic transformation of hepatocytes with adipose tissue-specific gene expression and lipid accumulation^52^. These data indicate that PPARγ plays a key role in development of hepatic steatosis. Accordingly, inhibition of PPARγ signaling and hepatic deficiency of PPARγ in ob/ob mice have shown to ameliorate fatty liver^53, 54^. A recent study clearly showed that PPARγ antagonism improves insulin sensitivity, promotes the browning of white adipose tissue and reduces lipogenic and glucogenic gene expressions in the liver to prevent against diet-induced obesity^55^. Intriguingly, liver-specific PPARγ-deficient mice exhibit resistance to HFD-induced hepatic steatosis^56^. Expression of numerous genes involved in lipid uptake and lipid transport was remarkably decreased in the liver-specific PPARγ-deficient mice, resulting in reduction of hepatic steatosis^56^. Altogether, these studies suggest that local activation of hepatic PPARγ may promote ectopic fat deposition in the liver whereas systemic activation of PPARγ may promote fat deposition in adipose tissue rather than liver leading to clinical improvements of metabolic syndromes including hepatic steatosis. Thus, negative control of RORα to suppress hepatic PPARγ activation is important to maintain physiological hepatic lipid homeostasis. Therefore, these results strongly indicate that the PPARγ signaling pathway is involved in diet-induced hepatic steatosis, and hepatic lipid accumulation is prevented by suppression of PPARγ transcriptional network in the liver.

It has been widely accepted that PPARα is a major nutrient-sensing PPAR isoform to modulate hepatic gene expressions^37^. As no substantial activation of PPARα has been observed in the fasted or HFD-fed RORα^LKO^ mice, we believe that RORα mainly controls PPARγ transcriptional network to maintain hepatic homeostasis in response to HFD. However, it has been well established that PPARα is a promising therapeutic target to upregulate beta oxidation gene expressions and inhibit hepatic de novo lipogenesis. Consistently, animal model using PPARα-null mice have been reported to develop remarkable hepatic steatosis^38, 57^. Thus, it is highly possible that hepatic steatosis phenotype in HFD-fed RORα^LKO^ mice may be resulted from both upregulated PPARγ activation and suppressed PPARα transcriptional activity in the absence of RORα. Understanding of the contribution of PPARα transcriptional network with RORα would be critical to delineate the molecular mechanisms of how PPAR isoforms including PPARα and PPARγ modulate hepatic lipid homeostasis with various transcriptional factors in response to environmental stress such as HFD.

It has been reported that RORα may compete with PPARγ for the binding to PPRE^58^. It is well established that PPRE contains a DR1 motif consisting of two core DRs of AGGTCA separated by a single nucleotide^59^. Among nucleotides of DR1 motif, the four nucleotides immediately 5′ of DR1 motif are highly conserved and exhibit a consensus of A(A/T)CT. Previous study has reported that the binding of the DBD of PPARs to the single core binding site requires the AT-rich 5′-extended binding site which is quite similar to the binding site for the monomer of RORα^60^. Thus, the similarity in the binding sequences for PPARγ and RORα appears to allow RORα to modulate PPAR signaling by competing with PPARγ for binding to PPREs^61^.

The physiological role of HDAC3 has been reported to repress hepatic steatosis. In liver-specific *Hdac3*-deficient mice, little or no body weight change was observed. As HDAC3 regulates the expression of lipogenic genes in an enzymatic activity-independent manner^62^, fasting phase markedly promotes hepatic steatosis in liver-specific *Hdac3*-deficient mice^63^. An intriguing observation in this study is that RORα is crucial to recruit HDAC3 to repress hepatic PPARγ-mediated lipogenic genes and protect against diet-induced hepatic steatosis and obesity. Furthermore, repressive role of RORα-mediated HDAC3 on lipid metabolism is coupled with elevated hepatic gluconeogenesis. Though hepatic HDAC3 has been shown to promote gluconeogenesis by repressing lipid synthesis and sequestration^63^, we observed notable increase of gene expression involved in hepatic gluconeogenesis in HFD-fed RORα^LKO^ mice. Intriguingly, HDAC3 ablation upregulated hepatic expression of perilipin gene which contributes to lipid sequestration to ameliorate glucose tolerance^63^. We also noticed that perilipin 2, hepatic isoform of perilipin was substantially elevated in HFD-fed RORα^LKO^ mice. Unlike hepatic HDAC3 ablation, impaired RORα-mediated HDAC3 transcriptional repression led to interfere hepatic homeostasis of PPARγ signaling. Therefore, disturbed regulatory mechanism of PPARγ signaling in HFD-fed RORα^LKO^ mice would be the main cause of the insulin resistance and glucose intolerance. Consistent with elevated fasting glucose level in HFD-fed RORα^LKO^ mice, mRNA level of the rate-limiting enzyme, phosphoenol pyruvate carboxykinase (PEPCK), in the hepatic gluconeogenesis pathway, was largely elevated in HFD-fed RORα^LKO^ mice. Together, our data strongly indicate that physiological role of HDAC3 in the liver is to suppress PPARγ transcriptional activity via RORα to control hepatic lipid and glucose metabolism.

Previously, it has been reported that bile acid signaling pathway is critical to modulate EE in brown adipose tissue. Bile acids activates mitogen-activated protein kinase pathways and serve as ligands for the G protein-coupled receptor TGR5^29^. Thus, hepatic bile acid synthesis and bile acid pool size in the serum is critical to control metabolic rate. Bile acids induces cyclic-AMP-dependent thyroid hormone activating enzyme type 2 iodothyronine deiodinase (D2)^29^. Thus, bile acid-TGR5-cAMP-D2 signaling pathway in the brown adipose tissue has been known as a crucial mechanism to modulate EE^29^. We observed that several key genes involved in bile acid synthesis were largely downregulated as well as serum bile acid pool size in HFD-fed RORα^LKO^ mice. Though we still do not know the direct mechanism of how hepatic bile acid signaling was impaired in RORα^LKO^ mice, we speculate that impaired hepatic bile acid synthesis would impair TGR5 activation in brown adipose tissue to reduce EE.

Several of the observed metabolic alterations in the RORα^LKO^ mice are indeed different from those observed in *sg* mice. For example, RORα^LKO^ mice gain significantly more weight than WT mice and develop hepatic steatosis when fed with HFD. However, *sg* mice are protected from HFD-induced obesity and fatty liver and display improved insulin sensitivity^28, 64^. A strong difference between these two mouse models is their overall growth condition. RORα^LKO^ mice have no obvious phenotypic abnormalities under normal dietary conditions, whereas *sg* mice suffer from severe growth retardation that would likely be attributed to a number of developmental defects. In addition, defective RORα function in other tissues including brain is likely to systemically affect energy intake and expenditure in the *sg* mice, making it difficult to specifically dissect hepatic function of RORα. Therefore, it would be helpful to utilize these two mice and compare their phenotypes in certain conditions together for understanding of RORα function *in vivo*. Collectively, our data indicate that liver-specific *RORα* deficient mice were successfully developed and the utilization of the mice allowed us to be able to study *in vivo* functions of RORα in liver more precisely by excluding the potential secondary effect of *sg* mice.

In conclusion, our data indicate that RORα requires HDAC3 to regulate PPARγ signaling to maintain lipid homeostasis in response to over-nutrient cue. We demonstrate that major target of RORα in the liver is the PPARγ signaling and lipid/glucose metabolism. Our findings provide a direct link between RORα and hepatic fatty acid and glucose metabolism. Thus, therapeutic strategies designed to modulate RORα activity may be beneficial for the treatment of hepatic disease as well as obesity-associated metabolic diseases.

## Methods

### Generation of conditional *Rorα-*deficient mice and animal care

To generate mice with a floxed RORα allele, a 16.5 kb region used to construct the targeting vector was first subcloned from a BAC clone (bMQ-293I20, Source BioScience) into a pBluescript phagemid system. The FRT-flanked puromycin cassette containing a loxP sequence was inserted at the front of exon 4 and the single loxP site was inserted at the back of exon 5. The target region was ~15.2 kb which included exons 4 and 5. Twenty micrograms of the targeting vector was linearized by SalI and then electroporated to E14Tg2A ES cells. Surviving clones after puromycin selection were expanded and analyzed by Southern blot to confirm recombinant ES clones. After BamHI digestion, the bands representing WT and mutant alleles are 9.0 and 6.8 kb, respectively. Targeted ES cells were selected for microinjection into C57BL/6 blastocysts to generate chimeras. The male chimeras were bred with C57BL/6 female mice to select for germline transmission. To remove the puromycin selection cassette, targeted heterozygous F1 was crossed with Flp deleter strain (FLPeR mice, The Jackson Laboratory strain 003946). The mice were backcrossed to C57BL/6 then crossed with Alb-Cre mice (The Jackson Laboratory strain 003574) to generate liver-specific *Rorα*-deficient mice. Male RORα^f/f^ and RORα^LKO^ mice at 8 weeks of age were fed a CD or a 60% kcal fat HFD (Research diet, D12492) during 10 weeks. The sample sizes for all animal studies were announced in each figure legend. Mice were housed in a specific pathogen-free AAALAC-accredited facility under controlled conditions of temperature (25 °C) and light (12 h light:12 h dark, lights switched on at 7:00 a.m.). Food and water were available ad libitum. All mice used in these experiments were backcrossed to C57BL/6 at least seven generations. Animals for each group of experiments were chosen randomly. The primers used in PCR analysis for genotyping floxed alleles are: forward 5′-GCTTGTGGGTTTCTCCTACA-3′ and reverse 5′-GCAGCAAGTGTTGTGTCCCA-3′. This study was reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of National Cancer Center Research Institute.

### Body composition

Fat and lean body masses were assessed by ^1^H magnetic resonance spectroscopy (Bruker BioSpin).

### Indirect calorimetry

Oxygen consumption (VO_2_), carbon dioxide production (VCO_2_), respiratory exchange ratios, EE and food consumption were measured using an indirect calorimetry system PHENOMASTER (TSE System). Mice in each chamber were maintained at a constant environmental temperature of 22 °C.

### Isolation and culture of primary mouse hepatocytes

Mouse primary hepatocytes were isolated from the liver of 8-week-old male RORα^f/f^ and RORα^LKO^ mice or WT and PPARα null mice by the collagenase perfusion method^65^. Dissociation into individual hepatocytes was performed in Dulbecco’s modified Eagles’ medium (DMEM) (Welgene) containing 10% heat-inactivated fetal bovine serum (FBS), 1% antibiotics, 20 mM HEPES, 100 nM insulin, 1 nM dexamethasone. For each hepatocyte preparation, cell viability was estimated by the exclusion of trypan blue.

### Total bile acid (TBA) measurement

The quantitative determination of total bile acid of mice serum that was collected after centrifugation of mice blood was measured using the total bile acids assay kit (DZ042A-K, Diazyme Laboratories), according to the manufacturer’s instructions.

### Histology

When mice were euthanized by CO_2_ asphyxiation, livers and white adipose tissues (WATs) were rapidly fixed in 10% formalin (Sigma) at 4 °C overnight. After fixation, tissues were sequentially dehydrated in ethanol with increasing concentrations ranging from 50 to 100%. Dehydrated specimens were subsequently infiltrated with 100% xylene and embedded in paraffin wax. For hematoxylin and eosin (H&E) staining, tissues were sectioned at 5 μm thickness, deparaffinized, rehydrated and stained with hematoxylin for 3 min followed by counterstaining with eosin for 1 min. For Oil red O staining, fresh samples of liver embedded in OCT tissue freezing medium (Sakura Finetek). 0.5% Oil red O solution was prepared by dissolving 0.5 g Oil red O powder (Sigma) in 100 ml propylene glycol (sigma). Fresh frozen specimens were cryosectioned at 8 μm thickness and air dried. Then fix in ice cold 10% formalin for 10 min, air dried again, and rinsed with distilled water. Sections were placed in 100% propylene glycol for 5 min and stained with pre-warmed 0.5% Oil red O solution in propylene glycol for 15 min in 60 °C oven. Then sections were rinsed with distilled water and followed by counterstaining with hematoxylin. Images were acquired using digital microscopes (Leica DMD108, Leica microsystems) equipped with ×10 and ×20 objective lenses.

### Quantitative real-time RT-PCR

Total RNAs were extracted using Trizol (Invitrogen) and reverse transcription was performed from 2.5 μg of total RNAs using the M-MLV cDNA Synthesis kit (Enzynomics). The abundance of mRNA was detected by a CFX384 Touch^TM^ Real-Time PCR Detection System (Bio-Rad) with SYBR Green (Enzynomics). The quantity of mRNA was calculated using ΔΔCt method and normalized by using primers indicated in each figure legend. All reactions were performed as triplicates. Primers used for analysis are listed in Supplementary Data 5.

### Intraperitoneal glucose or insulin tolerance tests

For GTTs, 2 g of glucose per kg of mice body weight was injected i.p. to overnight fasted mice. For ITTs, 0.75 U of insulin (Humulin R, Eli Lilly) per kg of mice body weight was injected i.p. to 6 h fasted mice. Mice blood was drawn at indicated time intervals from the tail tip puncture, and blood glucose level was measured by accu-check perfoma glucometer (Roche).

### Generation of mRNA-sequencing data

Four groups of mice, CD-fed RORα^f/f^, CD-fed RORα^LKO^, HFD-fed RORα^f/f^ and HFD-fed RORα^LKO^ mice, were analyzed by RNA-sequencing. Four mice per group were killed, and livers from two mice were pooled to generate two samples per group, that is, duplicate experiments for each group were performed. Total RNA extraction was performed using Trizol (Invitrogen). Poly(A) mRNA isolation from total RNA and fragmentation were performed using the Illumina Truseq RNA Sample Prep Kit with poly-T oligo-attached magnetic beads, according to the manufacturer’s instructions. Reverse transcription of RNA fragments was performed using Superscript II reverse transcriptase (Life Technologies). The adaptor-ligated library was size-selected by band excision after agarose gel electrophoresis and purified using the QIAquick gel extraction kit (Qiagen). The prepared mRNA-sequencing libraries were pair-end sequenced on an Illumina Hi-seq 2500. The accession number for the mRNA-sequencing data in this paper is GSE83338.

### Analysis of mRNA-sequencing data

After removing adapter sequences (TrueSeq universal and index adapters), we used cutadapter software^66^ to trim the reads that PHRED scores lower than 20. Remaining reads were aligned to the mouse reference genome (GRCm38) using TopHat aligner^67^. After the alignment, we quantified the expression of genes as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) for each gene using Cufflinks^68^. 

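The deposited table holds FPKM for 38283 genes, of which 36341 were matched by their Ensembl identifier to a symbol in GENCODE M21 on GRCm38. The value was 0 in all 8 libraries for 17467 genes. The FPKM of a library summed to between 732622 and 983738. Some values of 0 belong to genes that are abundant in other libraries, and 36 genes had FPKM above 1000 in at least 1 library and 0 in at least 1 other. *Alb*, the gene of serum albumin (chromosome 5, 90460897 to 90476602), was listed at 0 and 29902 in the CD-fed LKO-labelled libraries, at 0 and 0 in the HFD-fed LKO-labelled libraries, at 30089 and 30888 in the CD-fed f/f-labelled libraries and at 30681 and 0 in the HFD-fed f/f-labelled libraries. *Serpina3k* (chromosome 12, 104338486 to 104346144), which has close paralogs and is uncertain for that reason too, was listed at 4340 in 1 CD-fed LKO-labelled library and at 0 in the other 7 libraries. *Alb* and *Serpina3k* were chosen as examples after their values were seen. In the calls and tests such a 0 entered as any other value, with 1 added, and the text gives it as listed.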

To identify the DEGs, we first selected the ‘expressed’ genes as the ones with FPKM larger than 1 under at least one of the eight samples. 

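FPKM above 1 in at least 1 library was met by 11634 genes, FPKM above 1 in all 8 libraries by 9839 genes and FPKM above 0 in at least 1 library by 20816 genes. Of the 11634 genes, 333 were listed at 0 in at least 1 library. The number of the 11634 genes listed at 0 was 176 to 210 per library. All 658 genes of Supplementary Data 2 had FPKM above 1 in at least 1 library, 496 had it in all 8 libraries and 25 were listed at 0 in at least 1 library.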

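Before normalization the median log2(FPKM + 1) of the expressed genes was 2.87 to 2.93 in the 8 libraries and the 75th percentile 4.21 to 4.27. After quantile normalization every library had a median of 2.90 and a 75th percentile of 4.25.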

For the expressed genes, log_2_(FPKM + 1) values were normalized across eight samples using the quantile normalization method. To identify the DEGs, for each gene, we calculated a T-statistic and log_2_-fold-change in the comparisons of RORα^LKO^/RORα^f/f^_HFD_ and RORα^LKO^/RORα^f/f^_CD_. We then estimated empirical distributions of T-statistics and log_2_-fold changes for the null hypothesis by random permutation of the eight samples (1000 permutations). 

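The 8 libraries allow 210 distinct regroupings of 2 libraries against 2, so that 1000 permutations draw the same regroupings repeatedly. Of these, 100 were drawn here with a fixed seed, and the T-statistics and log2 fold changes of all genes were pooled into the null distributions. The Methods do not name the kind of T-statistic, and an unpaired one with pooled variance was used. The p values that the Methods combine are called adjusted there, without the kind of adjustment, and those combined here were not adjusted further. The combined p that Supplementary Data 2 lists was larger than the one computed here for 85.9% of its genes on HFD and 93.5% on CD. With another seed the procedure called 537 genes on HFD and 634 on CD. The 4 libraries of a diet can also be divided in 2 other ways, which part the genotypes evenly. On HFD these divisions gave 276 and 254 calls, and on CD 306 and 262 calls.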

On the basis of the distributions, for each gene, we computed adjusted *P* values for the observed T-statistic and log_2_-fold-change and the combined these *P* values with Stouffer’s method^69^. 

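Over the 100 regroupings drawn here, the 95th percentile of the absolute log2 fold change was 0.483, and 0.476 with another seed. The paper's cutoff of 0.439 was exceeded by 6.1% of the values of the regroupings, by 647 genes (5.56%) between the genotypes on HFD and by 749 genes (6.44%) on CD. With 0.483 as the cutoff, 459 genes were called on HFD and 520 on CD.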

Finally, we identified the DEGs as the ones that have the combined P-value ≤ 0.05 and absolute log_2_-fold-change ≥ 0.439, which is a cutoff value (the 95th percentile of the empirical distribution for log_2_-fold changes) for each comparison. We further identified RORα-dependent genes under HFD condition as the ones with significant differences between the log_2_-fold-change in the two comparisons above (RORα^LKO^/RORα^f/f^_HFD_ and RORα^LKO^/RORα^f/f^_CD_) larger than 0.439.

### Functional enrichment analysis and TF enrichment analysis

For the genes in Groups 1–8, enrichment analysis of GOBPs and KEGG pathways were performed using a DAVID software^34^. We selected the GOBPs and KEGG pathways with P-value < 0.05 as the ones represented by the genes analyzed. For the genes in Group 1, TF enrichment analysis was performed using a ChEA2 software^33^. Among the TF-target gene data, only mouse TF-target gene data were used for the enrichment analysis. We selected the TFs with P-value < 0.01 as the ones significantly regulating the genes in Group 1.

### Luciferase reporter assay

HEK293T cells (ATCC) and Hep3B cells (Korean Cell Line Bank) were grown and transiently transfected by using polyethylenimine (PEI) and turbofect (Thermo Scientific, R0531). All cell lines used in the study were regularly tested for mycoplasma contamination. For luciferase reporter assays, 1 × 10^5^ cells were seeded in DMEM supplemented with 10% FBS and 1% antibiotics. Cells were transfected with PPRE-luciferase reporters and β-galactosidase expression constructs along with several expression constructs were indicated in each figure. Using a luciferase assay system (Promega), the luciferase activity was measured with a luminometer (Berthold Technologies) after 48 h of transfection. Transfection efficiency was normalized by β-galactosidase expression. The results were obtained from at least three independent experiments

### Co-immunoprecipitation assay

HEK293T cells that transfected with Flag-HDACs and HA-RORα were cultured and lysed with lysis buffer (200 mM NaCl, 50 mM Tris-HCl, pH 8.0 and 0.5% NP40). About 20 mg of cell extracts was immunoprecipitated with each 1 μg of anti-Flag antibody overnight and then incubated with 35 μl (50% slurry) of protein A/G agarose beads for 1 h. The immunoprecipitated materials were washed with 500 μl of washing buffer (150 mM NaCl, 50 mM Tris-HCl, pH 8.0 and 0.5% NP40) for four times and bound materials were eluted by boiling in 50 μl of sampling buffer (2% β-mercaptoethanol, 5% glycerol, 1% SDS and 60 mM Tris-HCl, pH 6.8) and subjected to immunoblot analysis. Protein samples were resolved by sodium dodecyl sulphate-polyacrylamide gel electrophoresis Images of the immunoblots were visualized and recorded using the LAS 4000-mini system (Fujifilm). Original uncropped images of immunoblots used in this study can be found in Supplementary Fig. 8.

### Chromatin Immunoprecipitation (ChIP) and Re-ChIP assays

The ChIP assays were conducted as described. Cells were crosslinked with 1% formaldehyde for 10 min at room temperature. Mouse livers were harvested and quickly washed with PBS and crosslinked with 1% formaldehyde for 10 min at room temperature, followed by quenching with 0.125 M glycine solution for 5 min. Then, cells or harvested mouse livers were washed with ice-cold PBS two times. Chromatin fragmentation was performed by sonication in ChIP lysis buffer (50 mM Tris-HCl (pH 8.1), 1% SDS, 10 mM EDTA (pH 7.6), and protease inhibitor cocktail) with an average size of approximately 500 bp. Proteins were immunoprecipitated in ChIP dilution buffer (1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl (pH 8.1), and protease inhibitor cocktail). Crosslinking was reversed overnight at 65 °C in elution buffer (1% SDS, 0.1 M NaHCO_3_), and DNA was purified with a QIAquick Gel extraction Kit (QIAGEN). For the Re-ChIP assay, components were eluted from the first immunoprecipitation reaction by incubation with 10 mM DTT at 37 °C for 30 min and diluted 1:50 with ChIP dilution buffer containing 20 mM Tris-HCl (pH 8.1), 150 mM NaCl, 2 mM EDTA, and 1% Triton X-100 followed by reimmunoprecipitation with the secondary antibody. Precipitated DNA was analyzed by quantitative PCR. For real-time quantitative PCR analysis, 2 μl from 60 μl DNA extractions was used. All reactions were performed in triplicates. Primers used for analysis are listed in Supplementary Data 5.

### GW9662-treated mice

RORα^f/f^ and RORα^LKO^ male mice at 8 weeks of age were subjected to GW9662 at a dose of 0.35 mg per kg body weight per day or an equivalence volume of vehicle in their drinking water for 5 weeks with feeding HFD. The sample sizes for this study was announced in figure legend.

### Antibodies

Commercially available antibodies were used: anti-RORα (sc-28612; 1:1000 dilution for IB analysis, 5 μg for ChIP assay), anti-tubulin (sc-8035, 1:5000 dilution for IB analysis), anti-AKT (sc-8312; 1:1000 dilution for IB analysis), anti-PPARα (sc-9000x, 1 μg for ChIP assay) and anti-GFP (sc-9996, 1 μg for ChIP assay) from Santa Cruz Biotechnology; anti-β-actin (A5441; 1:5000 dilution for IB analysis) and anti-FLAG (F3165, Sigma, 1:5000 dilution for IB analysis, 1 μg for IP assay) from Sigma; anti-HA (MMS-101R; 1:5000 dilution for IB analysis, 1 μg for IP assay) from Covance; anti-H3Ac (#06-599, 1 μg for ChIP assay) from Millipore; anti-phospho-AKT(Ser473) (#4051 S, 1:1000 dilution for IB analysis) from Cell Signaling; anti-PPARγ (ab41928, 1 μg for ChIP assay), anti-PGC1α (ab54481, 1 μg for ChIP assay) and anti-HDAC3 (ab7030, 1 μg for ChIP assay) from Abcam; anti-RNA polymerase II (MMS-126R, 1 μg for ChIP assay) from Berkeley antibody company; anti-V5 (R96025; 1:5000 dilution for IB analysis) from Invitrogen.

### Statistical analysis

For animal studies, sample size for experiments were determined empirically based on previous studies to ensure appropriate statistical power. Animals for each group of experiments were chosen randomly. No animals were excluded from statistical analysis, and the investigators were not blinded in the studies. The statistical analysis of different groups is realized using the Student’s unpaired *t*-test or one-way analysis of variance (ANOVA) followed by Tukey post hoc test or two-way ANOVA. SPSS software (IBM) was used for all analyses.

### Data availability

mRNA-sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus (GEO) with the primary accession codes GSE83338.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Peer Review file

How the deposited data were processed for this re-analysis (not part of the article)

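RNA was sequenced from the livers of RORα f/f and RORα LKO mice fed the CD or the HFD for 10 weeks from 8 weeks of age. There were 8 libraries, 2 for each of the 4 groups, and each library pooled the livers of 2 mice. The authors removed adapters, trimmed reads of low quality with cutadapt, aligned the reads to GRCm38 with TopHat and estimated expression with Cufflinks, and the deposited values are FPKM for 38283 genes, not on a log scale. Read counts were not used here, so that tests built on counts were not run. Mapped reads, as the paper lists them, numbered between 32989512 and 39917339 per library. With 2 libraries per group the spread of a group rests on 1 difference, and the fit over all 8 libraries has 4 residual degrees of freedom, to which limma's moderation added 2.8.

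Genes were matched to symbols and coordinates by Ensembl identifier in GENCODE M21 on GRCm38. Genes with FPKM above 1 in at least 1 library were kept, 1 was added, the values were put on the log2 scale and the libraries were quantile normalized over the kept genes. Log2 fold changes are differences of group means on this scale. FPKM is given as mean ± SD of the deposited values before normalization. For a gene listed at 0 in any library quoted, the value of each library is given instead.

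The permutation procedure of the Methods was rewritten. For each gene a T-statistic with pooled variance and a log2 fold change were computed, null distributions were pooled over genes from 100 of the 210 distinct regroupings of 2 libraries against 2 (seed 11), and the resulting p values, not adjusted further, were combined by Stouffer's method. Genes with a combined p of at most 0.05 and an absolute log2 fold change of at least 0.439 were called. The libraries were also tested with limma 3.58.1 in R 4.3.3, with 1 fit for the 4 groups, a mean-variance trend and Benjamini-Hochberg adjustment within each comparison. The comparisons were LKO-labelled against f/f-labelled libraries on each diet, their difference between the diets, HFD against CD under each genotype label, and the genotype label averaged over the diets. Gene lists were compiled by hand. Each of 9 lists was tested with limma's camera (inter-gene correlation 0.01) on each diet and on the difference between the diets, 27 tests adjusted together. One-sided Fisher's exact tests counted the lists in Groups 1–4. Both kinds of test assume little or no correlation between genes. Their p values may therefore understate how much a list varies as a whole between libraries. Figures were drawn with matplotlib 3.10.9.

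The libraries of each group carry a replicate number in their labels. Same-numbered libraries come from different animals, and no text of the paper links them. Pearson's r of the deviations of same-numbered libraries was above 0.1 on CD, and fell to 0.0211 without genes listed at 0. The limma results are also given with the replicate number as a block, and a call lost under the block is not read as a weaker effect.

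The genes named are those that the paper names for liver mRNA or that its Supplementary Data 3 and 4 point to and, for each limma comparison, the 10 with the largest absolute log2 fold change among genes with an adjusted p under 0.05 whose libraries are separated between the groups. Other genes are named where a count is low or where a gene is singled out, and the text says so. Some genes that the paper names are not reported here.

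The alternatives tried were no normalization, centring each library on its median, a pseudocount of 0.1, FPKM above 1 in all 8 libraries, FPKM above 0 in at least 1 library, another seed, the 95th percentile of the regroupings as the fold-change cutoff, an unadjusted limma p in place of the combined p, the replicate block, limma without the trend, a fit of the 4 libraries of a comparison alone, each library left out in turn and, added after the values had been seen, leaving out genes listed at 0 in any library.

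The steps were tested on simulated data of 11634 genes, of which 200 were changed. The permutation procedure recovered 99% of genes changed by 2 on the log2 scale and 98% of genes changed by 1, with 529 calls of which 332 fell on unchanged genes, and it made 354 calls where no gene was changed. With limma, 96% and 79% were recovered, with 182 calls of which 7 fell on unchanged genes, and 0 calls were made where no gene was changed. DAVID and ChEA2 were not run here. The quantitative PCR, ChIP and metabolic measurements of the paper were not analysed here.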

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

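In this part the tests of values of 0, of transcript length and of the share of uniquely mapped reads were chosen only after the results they bear on had been seen. The comparisons, gene lists, processing and alternatives were set before the data were examined, except the alternative that leaves out genes listed at 0 in any library, which was chosen after seeing the data.

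The difference between the genotype labels itself differed between the diets in 4 genes (limma adjusted p under 0.05). On the log2 scale with 1 added, the difference between the diets was −6.24 for ENSMUSG00000093165, −5.43 for *Snord118*, −3.87 for *Gm22988* and 3.01 for *Snord15b*. All 4 were listed at 0 in 6 libraries, so that these sizes rest on the 1 added to the values of 0 and are not folds. Values of 0 also occur for genes that are abundant elsewhere, and 36 genes were above 1000 FPKM in some library and at 0 in another. Short transcripts were common among such genes. Of 113 expressed genes listed at 0 in some library and above 10 FPKM in another, 98 had a transcript length, with a median of 122 bases against 3187 bases for tested genes never listed at 0. With genes listed at 0 left out, 0 genes had an adjusted p under 0.05 and 973 an unadjusted p under 0.05. A candidate explanation is that these values of 0 are failed estimates of short transcripts. An effect of genotype and diet on these 4 genes cannot be told apart from it.

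For gene lists, the difference between the genotype labels differed between the diets past the camera threshold in 4 of 9 lists, with the limits of that test given above. The median difference was 0.17 for PPAR signaling (higher in 44 of 62 genes), 0.26 for the PPARα targets (higher in 27 of 31), −0.22 for the circadian list (higher in 6 of 19) and 0.54 for the macrophage and leukocyte markers (higher in 14 of 14). For the macrophage list the limma camera adjusted p was 0.00011, and over the alternatives it ranged from 9.7e-06 to 0.00024. After correction for GC content and gene length, 4 of the 4 lists remained past the threshold, so that a smooth trend with these does not account for the differences in full. Whether 1 library that stands apart carries the difference was tested on the macrophage list, whose median difference was 0.32 to 0.69 with any 1 library left out. The range was 0.07 to 0.32 for PPAR signaling, 0.11 to 0.39 for the PPARα targets and −0.31 to −0.07 for the circadian list. These 3 kept their direction, and much of their size depended on single libraries. Single libraries also varied in the macrophage list. Relative to the mean of all 8, the median of the macrophage list was 0.32 and −0.06 in the HFD-fed LKO-labelled libraries, −0.13 and −0.32 in the HFD-fed f/f-labelled libraries, −0.06 and −0.09 in the CD-fed LKO-labelled libraries and −0.07 and 0.29 in the CD-fed f/f-labelled libraries. The list was higher in the LKO-labelled libraries on HFD (median 0.37, 13 of 14 genes) and lower on CD (median −0.17, 1 of 14 genes higher, limma camera adjusted p = 0.078), and both parts make up the difference. A different share of macrophage RNA in the livers or in the pieces sampled may contribute on either diet, and these were not told apart.

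Diet effects are not reported by the paper from these libraries. Between HFD and CD, limma found 155 genes with an adjusted p under 0.05 in the f/f-labelled libraries (73 higher and 82 lower on HFD) and 351 in the LKO-labelled libraries (183 higher and 168 lower). Of these, 89 were shared, 88 in the same direction. That 262 were past the threshold in the LKO-labelled libraries alone and 66 in the f/f-labelled libraries alone does not show that the response to diet differs, since the test of that difference gave the 4 genes above. The genes with the largest changes past the threshold are these, with the f/f-labelled libraries first and log2 fold changes of HFD against CD. *Cyp2b9* had 2.95 and 3.18 (limma adjusted p = 0.042 and 0.025), *Ugt2b38* −3.20 and −2.64 (0.044 and 0.047), *Ces2c* −2.36 and −1.87 (0.0078 and 0.016), *Serpina1e* −1.42 and −2.68 (0.097 and 0.019), *Selenbp2* −2.08 and −2.41 (0.064 and 0.035), *Fabp5* −2.43 and −2.40 (0.062 and 0.047) and *Zbtb16* 0.97 and 2.53 (0.31 and 0.042). Of these, *Cyp2b9*, *Ugt2b38*, *Ces2c*, *Serpina1e* and *Selenbp2* have close paralogs and are uncertain. *Moxd1*, listed at 0 in 1 HFD-fed LKO-labelled library, had FPKM of 9.08 and 21.1 in the CD-fed and 0.0228 and 0.0199 in the HFD-fed f/f-labelled libraries. The 4 genes above that are listed at 0 in 6 libraries are also among the 10 largest changes in the f/f-labelled libraries. *Gadd45g* fell by 2.56 in the f/f-labelled and by 2.40 in the LKO-labelled libraries on the log2 scale (limma adjusted p = 0.037 and 0.025). *Cyp4a14*, which has close paralogs and is uncertain, rose by 2.42 and 2.58 (limma adjusted p = 0.0083 and 0.0091). In the LKO-labelled libraries the near-identical and likewise uncertain *Saa2* and *Saa1* fell by 3.87 and 3.75 (limma adjusted p = 0.036 and 0.021), and in the f/f-labelled libraries *Saa2* fell by 2.51 and *Saa1* fell by 2.30 (limma adjusted p = 0.11 and 0.083). Over all 8 libraries the mapped reads did not differ clearly between the diets (exact permutation test, p = 0.71). That test pools the genotype labels, whereas the diet effects were tested within each. In the LKO-labelled libraries the mapped reads numbered 39207039 and 39917339 on HFD and 38120866 and 33446553 on CD. In the f/f-labelled libraries the diets overlapped. An effect of depth on the diet genes of the LKO-labelled libraries is therefore not excluded. The share of uniquely mapped reads was 88.97% to 91.9% on CD and 91.8% to 94.76% on HFD (exact permutation p = 0.057, where the smallest that 4 against 4 can give is 0.029). It stays close to the threshold, and an effect of read mapping on some of these genes is not excluded. With the replicate block 34 and 223 genes were past the threshold, 31 and 194 of them among those above. Of the 34 and 223 genes, 6 and 118 were higher on HFD, so that the near-even split in the f/f-labelled libraries did not hold under the block. GC content was not tested for the diet effects, and no cause is assigned.

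Averaged over the diets, 9 genes differed between the genotype labels with an adjusted p under 0.05 in limma, each at 0.038: *Cidec* (log2 fold change 1.60), *Clstn3* (1.08), *Insig2* (0.79), *St5* (0.73), *Gm49342* (0.54), *Prune1* (0.46) and *Galk1* (0.41) were higher, and *Cela1* and *Lpin1* (−1.57) lower, in the LKO-labelled libraries. Of the 17 splits of the 8 libraries that place 2 libraries of each replicate number on each side, 1 gave as many genes, which is the real one, and the next gave 3. The other 17 splits, which part the replicate numbers unevenly, gave at most 3. Of all 34 splits the real one alone gave as many. The 17 evenly parted splits alone cannot give a share under 0.05, so that by them an effect of the genotype label cannot be told apart from an accidental grouping of libraries. With the replicate block and without limma's trend, 0 genes were past the threshold, and 1356 and 1432 genes had an unadjusted p under 0.05.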

How the results depend on the processing

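In this part the alternative that leaves out genes listed at 0 in any library was chosen after seeing the data, and no test of a cause was run. Where a result below changed with a setting, the cause was not tested.

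The calls of the permutation procedure, 533 genes on HFD and 628 on CD, and the 162 genes of Group 1 moved with the treatment of low FPKM. With a pseudocount of 0.1 there were 826 calls on HFD (511 of the 533 among them), 968 on CD (580 shared) and 271 genes in Group 1. With FPKM above 1 in all 8 libraries there were 339 (321 shared), 404 (377 shared) and 91. With an unadjusted limma p in place of the combined p, Group 1 held 102 genes. Under the other alternatives run, these counts stayed within 1.5 times. PPAR signaling genes in Group 1 numbered 8 to 11 over the alternatives.

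For limma's genotype comparisons, 5 genes on HFD became 24 when low FPKM was not filtered. The 2 genes on CD became 1 with a pseudocount of 0.1, 7 with FPKM above 1 in all 8 libraries, 10 without a filter, 9 with genes listed at 0 left out, 4 without the trend and 0 with only the 4 libraries in the fit, where 1221 had an unadjusted p under 0.05. The 4 genes with a genotype-by-diet interaction became 2 with a pseudocount of 0.1, 0 with FPKM above 1 in all 8 libraries (874 unadjusted), 19 without a filter and 0 with genes listed at 0 left out (973 unadjusted). The 9 genes with a genotype effect across diets became 4 without normalization and 33 with FPKM above 1 in all 8 libraries. Without a filter 3 genes passed, and 0 of them were among the 9. With genes listed at 0 left out there were 20. With the replicate block there were 0 (1356 unadjusted), and without the trend 0 (1432 unadjusted).

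The 155 diet genes of the f/f-labelled libraries became 323 with FPKM above 1 in all 8 libraries (140 shared), 46 without a filter, 297 with genes listed at 0 left out, 34 with the replicate block, 42 without the trend (41 shared) and 5 with only the 4 libraries in the fit. The 351 diet genes of the LKO-labelled libraries became 570 (323 shared), 135, 568, 223, 229 (216 shared) and 0 under the same settings, with 2330 unadjusted in the last. Without normalization the share of genes higher on HFD was 33.9% in place of 47.1% for the f/f-labelled libraries. For the LKO-labelled libraries it was 36.3% in place of 52.1%. With the replicate block the shares were 17.6% for the f/f-labelled and 52.9% for the LKO-labelled libraries. Without the trend they were 35.7% and 52.8%.

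With all libraries kept, the reversed directions were small values near 0, and none was past the threshold. Without normalization these were the camera tests of cholesterol synthesis on CD (0.03) and of adipocyte markers on the difference between the diets (0.11), and the log2 fold changes of *Rora* on HFD (−0.01), *Apoa1* on HFD (−0.05), *Ncoa1* on CD (0.01) and *Lpl* on CD (0.01). With each library centred on its median they were cholesterol synthesis on CD (0.03), adipocyte markers on the difference (0.11), *Rora* on HFD (0.00), *Ncoa1* on HFD (0.00), *Apoa1* on HFD (−0.04), *Ncoa1* on CD (0.02) and *Lpl* on CD (0.02). With a pseudocount of 0.1 they were adipocyte markers on the difference (0.15) and *Lpl* on CD (0.02). With FPKM above 1 in all 8 libraries they were adipocyte markers on the difference (0.10) and *Apoc3* on CD (−0.02). Without a filter the adipocyte markers (−0.01) and, with genes listed at 0 left out, *Apoc3* on CD (−0.02) reversed. For a list the reversal is that of the direction given by camera, which weighs all members, while the value printed is the median.

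Among the named genes 48 other results no longer passed the threshold, 3 newly passed it, and 2051 stayed. Of these, 1092 left out a single library and count as unchanged where they moved by less than the spread between replicates, and signs change among them. The sign changed with some library left out in 31 of 151 gene results, for example *Cyp4a10*, which has close paralogs and is uncertain, on CD (from −0.26 to 0.79), *Pdk4* on CD (from −0.37 to 0.63) and *Arntl* on HFD (from −0.25 to 0.59), chosen here after their values were seen. The threshold was missed under no filter (22), the replicate block (16), no normalization (6), a pseudocount of 0.1 (3) and median centring (1). Leaving out single libraries moved 116 values by more than the spread between replicates. Among the lists 174 results stayed and 1 no longer passed, the adipocyte markers on HFD without a filter, with a median of 0.02 and a limma camera adjusted p of 0.15, where the range over the alternatives was 0.0094 to 0.15. On HFD the limma camera adjusted p ranged from 1.1e-09 to 1.7e-07 for PPAR signaling and from 2.7e-07 to 1.1e-05 for the circadian list. The median of PPAR signaling on HFD was 0.20 to 0.30 with each library left out in turn, and *Lpin1* on HFD was −1.36 to −1.09.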

Differences from the paper's values

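In this part no test was chosen after a result was seen, and the alternative that leaves out genes listed at 0 was chosen after seeing the values.

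The paper's text gives 343 DEGs on HFD and 395 on CD, and the paper's Supplementary Data 2 lists 335 and 387. The rewritten procedure called 533 and 628. Of the alternatives set before the data were examined, FPKM above 1 in all 8 libraries (339 and 404), the 95th percentile of the regroupings drawn here as the fold-change cutoff (459 and 520) and an unadjusted limma p with the same fold-change cutoff (366 and 460) gave counts within 1.5 times the paper's. No normalization (529 and 639), median centring (528 and 637), a pseudocount of 0.1 (826 and 968), no filter on low FPKM (642 and 744) and another seed (537 and 634) did not. Leaving out genes listed at 0, chosen after seeing the values, gave 433 and 527, which are also within 1.5 times.

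The paper counts 3 circadian rhythm genes in Group 4 in Supplementary Data 3, and 5 genes of the list compiled here, which is not the list the paper used, were in Group 4. Of the alternatives set before the data were examined, FPKM above 1 in all 8 libraries gave 4, within 1.5 times the paper's count. A pseudocount of 0.1 gave 6, and no normalization, median centring, no filter, the 95th percentile of the regroupings, another seed and the unadjusted limma p gave 5.

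The paper states that *Rora* mRNA is depleted in the liver of RORα LKO mice (Fig. 1c). In the sequencing the log2 fold change of its FPKM, which covers all exons, was 0.01 on HFD and −0.10 on CD. The alternatives gave −0.01 to 0.02 on HFD and −0.11 to −0.09 on CD.

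The paper states that genes of lipogenesis, gluconeogenesis and lipid sequestration are increased in HFD-fed RORα LKO mice (Fig. 2f, quantitative PCR). In the sequencing the median log2 fold change of these 14 genes on HFD was 0.01 (limma camera adjusted p = 0.52, alternatives 0.44 to 0.6). *Fasn* (−0.29), *Srebf1* (−0.41), *Acaca* (−0.30) and *Dgat2* (−0.30) had lower means in the LKO-labelled libraries and *Pck1* was at −0.03. *Cidec* (1.70), *Plin2* (0.69), *G0s2* (0.44) and *Scd1* (1.34), which has close paralogs and is uncertain, had higher means. The HFD-fed libraries of the labels overlapped for *Fasn* (standard error 0.21), *Pck1* (0.23) and *Scd1* (0.71). Of the 14 genes, 0 had a limma adjusted p under 0.05 over all tested genes. Adjusted over the list alone 6 did, *Srebf1*, *Dgat2*, *Cidec*, *Plin2*, *G0s2* and *Pparg*.

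The paper states that the profiles of these genes are similar between the genotypes on CD. In the sequencing the median of the 14 genes on CD was 0.20 with 11 higher in the LKO-labelled libraries (limma camera adjusted p = 0.016, alternatives 0.013 to 0.021). After correction for GC content and gene length the median was 0.13 (limma camera adjusted p = 0.053), no longer past the threshold.

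The paper states that genes of bile acid synthesis are reduced in HFD-fed RORα LKO mice (Supplementary Fig. 1e). In the sequencing the log2 fold changes on HFD were 0.61 for *Cyp8b1*, −0.02 for *Cyp27a1* (standard error 0.07) and −0.94 for *Cyp7a1*. *Cyp7a1* has the direction the paper states, and *Cyp27a1* has it by less than its standard error. *Cyp7b1* was called lower as well, and 8 of the 12 bile acid synthesis genes listed here were higher.

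The paper states that the expression of *Fgf21* is similar between the genotypes on HFD. In the sequencing its log2 fold change was 0.73 (limma adjusted p = 0.38). The rewritten procedure called *Fgf21* higher on HFD (combined permutation p = 0.02) and also on CD. Both HFD-fed LKO-labelled libraries lay above both HFD-fed f/f-labelled libraries. The limma p does not show that the genotypes are similar.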

Other observations

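In this part the tests of clock activators against repressors, of the deleted exons of *Rora*, of swapped genotype labels, of DEGs that are in no group and of markers that are not PPARγ targets of the paper were chosen only after the results they bear on had been seen.

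*Rora* was not clearly lower in the LKO-labelled libraries. Exons 4 and 5, the floxed exons, make up a small part of the transcript Rora-201, and losing them with all other exons kept would change the FPKM by −0.07 on the log2 scale. That is above the pooled SD between replicates of 0.04 and close to the standard error of 0.07 of the log2 fold change, so that the data cannot tell whether the remaining exons account for the absence of a change. A genotype label swapped on HFD was also weighed. All 5 genes of Fig. 3d lie higher in both HFD-fed libraries labelled LKO, the direction the paper measured by quantitative PCR. The paper chose these genes from these libraries, so this alone does not settle whether the labels are right. A swap on HFD alone would turn shared effects of the genotype around, and of the 132 genes called on both diets 108 had the same direction on both, which goes against it. A swap on both diets was not tested. For *Rora*, the share of the deleted exons remains open, and values over single exons were not used here.

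The call counts were compared with those of wrong divisions of the 4 libraries of a diet. On HFD a division by replicate number gave 276 calls against 533, and on CD 306 against 628. The crossed divisions gave 254 and 262. Divisions with 1 library of each label on each side thus gave fewer calls than the labels, and still many. The calls made here therefore likely include many unchanged genes. Simulated data with no changed gene gave 354 calls. These data had no diet effect, whereas the null distributions here pool regroupings of libraries of both diets, so that the simulated count may not carry over.

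One principal component of the first 4 separated the replicate numbers when all tested genes were used. A batch shared by same-numbered libraries was tested, and 0 of 11301 genes without values of 0 had an adjusted p under 0.05 between the replicate numbers in limma, with 539 at an unadjusted p under 0.05. Over all tested genes 2 had an adjusted p under 0.05, with 509 at an unadjusted p under 0.05. Without genes listed at 0, 0 of the first 4 components separated the replicate numbers. The component may therefore come from genes listed at 0 in some libraries, and no biological explanation was tested.

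For the rise of the PPAR signaling list on HFD, several explanations were tested. Adipocyte markers outside the list rose as well (6 of 9 genes higher, median 0.22, limma camera adjusted p = 0.0063 over the 4 lists tested here), and so did macrophage and leukocyte markers (13 of 14 genes higher, median 0.37, limma camera adjusted p = 0.00017). *Car3* among the adipocyte markers and *Cd68* among the macrophage markers are PPARγ targets in Supplementary Data 4. Without such targets, the adipocyte markers had a median of 0.14 (5 of 8 genes higher, limma camera adjusted p = 0.068) and 12 of 13 macrophage markers were higher (limma camera adjusted p = 0.00095). The paper chose these targets among genes that rise in these libraries, so that leaving them out can only weaken a rise and does not weigh against adipose tissue. PPARα targets outside the list rose too (19 genes, median 0.29, 19 of 19 higher, limma camera adjusted p = 4.1e-12). Without the PPARα targets the list still had a median of 0.20 (38 of 50 genes higher, limma camera adjusted p = 5.5e-07). After correction for GC content and gene length it had an adjusted limma camera p of 3.5e-10 and a median of 0.27. A smooth trend with GC content and length thus does not account for it in full, while adipose tissue in the samples, RNA of macrophages or leukocytes and a rise of PPARα targets as a whole could each contribute. The paper cites work in which a high level of PPARγ made mouse hepatocytes express genes specific to adipose tissue. A rise of adipocyte markers therefore does not tell adipose tissue in the samples from PPARγ activity in hepatocytes. By ChIP the paper reports more PPARγ at the *Cd36*, *Scd1* and *Plin2* promoters without RORα and barely detected PPARα, which was not analysed here. From the list alone a rise of PPARγ targets cannot be told apart from the other explanations. *Pparg* itself had a log2 fold change of 0.42 on HFD (limma adjusted p = 0.23) and *Ppara* of 0.17.

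Among circadian genes on HFD, the activators *Arntl* and *Clock* had a median log2 fold change of 0.28 and 7 repressor or output genes a median of −0.55, with 6 of the 7 lower. A difference in sampling time between the groups would move the arms of the clock in opposite directions. The activator arm is 2 genes. The HFD-fed libraries are separated by label for *Clock* (0.40) and overlap for *Arntl* (0.17), so that an opposite move of the arm is not shown. An effect of the loss of RORα cannot be told apart from a difference in sampling time.

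Calls on both diets whose difference between the diets runs against their direction, such as *Lpin1*, meet the rule of no group. These DEGs of both comparisons whose difference runs against their direction numbered 9 here. Supplementary Data 2 holds 0 such genes, and its counts are 8 below those of the text on each diet. DEGs of the text that are in no group are a candidate explanation for those 8. Of the 9, *Ccn1* and *Gm16042* are listed in Supplementary Data 2 as changed on CD alone, and the others, *Lpin1* included, are not listed.

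Other values belong at no claim. The 391 genes called here and not listed in Supplementary Data 2 included 181 listed at 0 in some library, and their median combined p was 0.0257 against 0.00638 for the listed genes. On CD *Fgf21* had a log2 fold change of 1.05 (limma adjusted p = 0.20), with both LKO-labelled libraries above both f/f-labelled libraries. *Srebf1* had 0.68 on CD. *Sesn2* and *Map1lc3a* had 0.33 and 0.09 on HFD.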
